# Molecular Characterization of Lung Dysplasia Induced by c-Raf-1

**DOI:** 10.1371/journal.pone.0005637

**Published:** 2009-05-20

**Authors:** Astrid Rohrbeck, Volker Steffen Müller, Jürgen Borlak

## Abstract

**Background:**

Lung cancer is a multistage process with poor prognosis and high morbidity. Importantly, the genetics of dysplasia, a facultative cancer, at the edge of malignant transformation is unknown.

**Methodology/Principal Findings:**

We employed laser microdissection to harvest c-Raf1- induced dysplastic as opposed to transgenic but otherwise morphologically unaltered epithelium and compared findings to non-transgenic lung. We then employed microarrays to search genome wide for gene regulatory networks. A total of 120 and 287 genes were significantly regulated, respectively. Dysplasia was exclusive associated with up-regulation of genes coding for cell growth and proliferation, cell-to-cell signalling and interaction, lipid metabolism, development, and cancer. Likewise, when dysplasia was compared with non-transgenic cells up-regulation of cancer associated genes, tight junction proteins, xenobiotic defence and developmental regulators was observed. Further, in a comparison of the data sets of dysplasia vs transgenic and dysplasia vs non-transgenic 114 genes were regulated in common. We additionally confirmed regulation of some genes by immunohistochemistry and therefore demonstrate good concordance between gene regulation and coded protein.

**Conclusion:**

Our study identified transcriptional networks at successive stages of tumor-development, i.e. from histological unaltered but transgenic lungs to nuclear atypia. Our SP-C/c-raf transgenic mouse model revealed interesting and novel candidate genes and pathways that provide clues on the mechanism forcing respiratory epithelium into dysplasia and subsequently cancer, some of which might also be useful in the molecular imaging and flagging of early stages of disease.

## Introduction

The lung cancer epidemic was the subject of a recent editorial [1]. Indeed, in Europe alone more than 340 000 death per annum are attributable to this cancer, but this disease is by large preventable. There is concluding evidence for tobacco smoke to be the primary cause of lung cancer and more than 4,800 compounds have been identified in the particulate and gas phases of cigarette smoke. Major lung carcinogens in smoke include some of the polycyclic aromatic hydrocarbons, such as benzo*[a]*pyrene, as well as tobacco-specific *N*-nitrosamines. Although a lot of evidence supports the relationship between cigarette smoking and lung cancer, the molecular events associated with early stages of disease remain somewhat elusive. A diverse range of genetic abnormalities are seen in different stages of lung cancer, some of which may be employed as markers of disease progression; others may have a direct role in lung cancer etiology in the context of gene-environment interactions. Characterisation of the cancer genome in lung adenocarcinoma was the subject of a recent study and several reviews [2], [3], [4].

Specifically, eighty percent of the lung cancers are classified as non-small cell lung cancer (NSCLC) whereas the remains 20% are small cell lung cancer (SCLC). Survival of patients diagnosed with non-small-cell lung cancer (NSCLC) is poor; over the last decades the 5-year survival rate remained less than 15%. Survival of lung cancer is, however, strongly associated with the stage of disease at the time of diagnosis. Indeed, 5- year survival rates range from 5% for patients with stage IV lesions to 70% at stage I [5]. Such encouraging outlooks have lead to renewed interest in the search and validation of biomarkers of disease to allow monitoring of individuals at risk for developing lung cancer [6]. Most frequently, diagnosis of lung cancer is at a late stage of disease with its classification being based on morphological appearance and immunohistological methods [7]. An identification of patients at risk for developing cancer at early stages of disease would have a big impact on overall survival. Notably, there has been significant progress in an understanding of the molecular pathogenesis of lung cancer, which includes an identification of genetic and epigenetic events in cancer subgroups [8]. The molecular perturbations associated with early stages of lung cancer are, however, unknown as are the gene regulatory networks forcing dysplastic cells into malignant transformation.

Previous studies had defined atypical adenomatous hyperplasia (AAH) as a preinvasive lesion that progresses from low to high grade dysplasia to invasive adenocarcinoma [9]. Strikingly, the genetic events associated with dysplasia and its progression into invasive carcinomas remains uncertain. Specifically, with low grade dysplasia the architectural and cytological changes of the cell are minimal, while with high grade dysplasia gross cytological irregularities become obvious with larger, columnar cells, cytoplasmic pleomorphism, large hyperchromatic nuclei, uneven chromatin structure and higher mitotic rates. Although these morphological changes are well recognized, the underlying molecular alterations are at best poorly understood. Through the use of refined experimental models new insight into the molecular events associated with dysplasia and its progression into cancers can be obtained.

Here we report findings with a transgenic mouse model, where targeted overexpression of c-RAF to respiratory epithelium resulted in lung cancer development [10]. A serum and lung adenocarcinoma proteome map of the SP-C/c-raf transgenic line was recently published by us [11], [12]. We also published the molecular organisation of the c-raf promoter [13]. Specifically, the raf family (a-raf, b-raf and c-raf) of proteins code for serine/threonine kinases, originally isolated as a viral oncogene contributing to cellular transformation and are one of the best characterized Ras effectors to activate the mitogen-activated protein kinase (MAPK) signaling pathway [14]. RAF directly phosphorylates and activates MEK via two conserved serine residues in the kinase activation loop of MEK [15]. Activated MEK then directly phosphorylates a conserved tyrosine and threonine residue in the kinase activation loop of ERK [16]. The MAPK pathway is deregulated in many human malignancies through aberrant signaling upstream of the protein and by activating mutations of the protein itself, both of which induce a proliferative advantage. Indeed, mutations of the K-ras gene have been identified in up to 30% of lung adenocarcinomas and have been considered as a poor prognostic factor [17] underscoring the important role of this pathway in human lung cancer.

As of today, the genetic events associated with dysplasia are basically unknown. We therefore aimed for an identification of preneoplastic changes in a c-raf-1 lung cancer disease model. In our study, we used predominately 5 month old mice to gain information at an early stage of tumor development where isolated foci of transformed cells in distinct areas of the lung are visible. By use of laser microdissection pressure catapulting (LMPC) dysplastic cells in well defined lesions [18] could be isolated. Dysplastic lesions were than compared with transgenic but otherwise normal cells or tumor cells. We applied gene expression profiling to determine differentially expressed genes as to identify the gene regulatory networks associated with dysplasia. Overall, our study revealed interesting and novel genes and pathways that may contribute to the early stages of lung cancer development many of which are worthy for their exploration as candidate biomarkers and for molecular imaging of early stages of disease.

## Results

### Histological changes

Animals at the age of 5 month displayed morphological changes typical for dysplasia. Note, Figure 1 depicts lung tissue from transgenic mice where columnar epithelium, typical for bronchioles with vertically oriented nucleus is replaced by cells displaying horizontal orientation. Cytologically nuclei of different size and unevenly arranged chromatin are observed. Nuclei are hyperchromatic, often with prominent nucleoli. The shapes of the nuclei are irregular and the ratio of nucleus to cytosol area is grossly changed.

**Figure 1:**
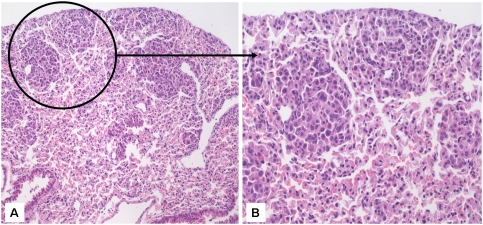
Histological analyses of lung tissue from 5-month-old transgenic mice. Histological analyses of lung tissue from mice transgenic for lung-targeted expression of the cRaf-1 protein. Lung tissue from a 5-month-old SP-C-c-Raf mouse were sectioned at 10 µm, fixed in methanol/acetig acid and stained with H&E. We detected single dysplastic foci, whereas in 10-month-old SP-C-c-Raf mice were multiple foci. A: Overview presentation (magnification: ×50), B: dysplastic foci (magnification: ×200).

### SAM (Significance Analysis of Microarrays)

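Dysplastic foci, transgenic but unaltered lung tissue and non-transgenic lung tissue were laser-microdissected, and the labels give 1 animal for each sample. RNA of 5 dysplasia, 5 transgenic and 5 non-transgenic samples was hybridised to Affymetrix mouse genome arrays, 1 sample per array. According to the methods, dysplastic and unaltered tissue came from the same transgenic mice, aged 5 to 7 months, and the non-transgenic mice were aged 7 to 10 months. The sources used here do not say whether a sample number marks a mouse. The authors scaled every array in GCOS, and the deposited signal has a mean of 500.0 on each array when 2% of the values is trimmed at each end. The mean signal per array ran from 706 to 775 (median 734) in dysplasia, from 694 to 762 (median 709) in transgenic and from 692 to 741 (median 729) in non-transgenic tissue. The share of probe sets with a signal above 100 was 44.1% to 49.9% over the 15 arrays, and the number of arrays limits the precision of every value. Of 45037 probe sets left after 64 controls were removed, 34945 carry 1 gene symbol, 932 carry several and 9160 carry none. A mean signal above 100 over the 15 arrays was required, which left 21658 probe sets, of which 19225 name a single gene. The log2 of the signal plus 50 was compared between 2 groups at a time with limma, unpaired, and p-values were adjusted by the method of Benjamini and Hochberg. Fold is used for the ratio of the mean signals of 2 groups, and log2 change for the difference on the scale of log2(signal + 50), which understates the change of dim probe sets. Probe sets with an adjusted p of at most 0.001 and a ratio of at least 2 in either direction are said to pass the thresholds of the paper. Xist and Y-linked transcripts showed male mice behind 4 of the 5 transgenic arrays and 1 of the 5 non-transgenic arrays. Among the dysplasia arrays 3 were male, 1 was female, and dysplasia 4 carried both Xist and Y-linked signal. Whether that array holds tissue of more than 1 mouse was not tested. The ratio of 5' to 3' signal of actin, a measure of RNA integrity, ran from 12.5% to 75.2% and had a median of 57.1% in dysplasia, 38.9% in transgenic and 31.0% in non-transgenic tissue. For 1 array, transgenic 2, the labels conflict: its title gives unaltered transgenic tissue and its other entries give tumor. It was used as transgenic, in keeping with the 5 transgenic samples of Fig. 4.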

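Gkn2, which encodes a gastrokine of the stomach lining, showed the largest log2 change in dysplasia among the probe sets named by a single gene. Its signal was 5676 ± 1332 (SD, n = 5) in dysplasia and 183 ± 45.0 in transgenic unaltered tissue, a 31.1-fold difference (log2 change 4.61, standard error 0.17, adjusted p = 1.66e-07, limma). Cbln1, a secreted glycoprotein known from synapses, rose 35.9-fold and Gzme, a granzyme, rose 30.9-fold. The protease inhibitor gene A2ml1 rose from 174 ± 40.7 to 2826 ± 652 (SD, n = 5). Itih2, which encodes a plasma protein made by the liver, rose 17.2-fold, and the imprinted non-coding RNA Meg3 rose 10.6-fold. In each of these 6 genes every dysplasia array was above every transgenic array, and each had an adjusted p of at most 8.59e-07 by limma. Of 13 measured genes of plasma proteins made by the liver, 10 rose and none fell, with a median log2 change of 1.80. Their set test gave an adjusted p of 7.81e-07 by camera, and an adjusted p = 0.139 with an estimated correlation. Adjusted over the list alone, 10 of them rose. This list holds 26 genes, and the other 13 had no tested probe set. The signal limit is a mean over all arrays, so a gene near background in unaltered lung passes it more easily when dysplasia raises it. The counts of rises in dysplasia are therefore favoured by the limit. Over all genes, 3321 probe sets (2482 genes) were higher and 3871 (2656 genes) were lower in dysplasia at an adjusted p under 0.05 by limma. The thresholds of the paper were passed by 671 higher probe sets (505 genes) and 1152 lower probe sets (848 genes). At the same p and a ratio of at least 3.62, 201 probe sets were higher and 275 lower. The 2 groups of arrays did not overlap at 5482 probe sets, or 25.31%, where chance gives 0.794%. SAM in the unpaired mode and with the 100 permutations of the methods, run on the signal and limit used here and fixed in advance, called 755 higher and 1414 lower at the same thresholds. With SAM on log2 values without an offset or a signal limit, a setting chosen after the values were seen, 136 were higher and 0 lower. With the array number 5 of each group left out, also chosen afterwards, 1157 passed in either direction.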

120 genes were significantly regulated when transgenic but otherwise unaltered cells were compared with dysplastic cells (Supplementary Table S1). Strikingly, dysplasia is exclusively associated with induction of transcript expression. In contrast, when transcript expression in dysplasia was compared with non-transgenic lung tissue 234 up-regulated and 53 down-regulated genes could be determined (Supplementary Table S2). 

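Many markers of endothelial, mesenchymal and several other cell types had lower signals in dysplasia than in transgenic tissue. All 22 measured endothelial markers fell, with a median log2 change of -1.65 (camera, adjusted p = 7.55e-13, and adjusted p = 0.111 with an estimated correlation). Cdh5, the cadherin of endothelial junctions, had a signal of 2083 ± 411 (SD, n = 5) in dysplasia and 7431 ± 902 in transgenic tissue. The endothelial receptor Tie1 fell by 1.79 and the transcription factor Sox18 fell by 1.60 on the log2 scale. Of 17 fibroblast and mesenchymal markers, 10 fell, 1 rose and 6 did not pass the test, with a median of -0.84 (camera, adjusted p = 0.000729, and adjusted p = 0.197 with an estimated correlation). Among them Tcf21, a transcription factor of lung mesenchyme, fell by 2.71 and the matrix gene Mfap4 fell by 2.06 on the log2 scale. Alveolar type 1 markers gave 9 falls, 1 rise and 4 without a call among 14, with Igfbp2 decreased by 2.71 and Sema3e decreased by 1.81 on the log2 scale (camera, adjusted p = 0.00131, and adjusted p = 0.187 with an estimated correlation). Smooth muscle and pericyte markers, among them Des and Cspg4, fell in 5 of 7 and rose in none (median -0.92, adjusted p = 0.00292 by camera and adjusted p = 0.313 with an estimated correlation). The 4 measured mesothelial markers all fell, led by Upk1b with a ratio of 0.174 (camera, adjusted p = 0.00166, and adjusted p = 0.171 with an estimated correlation). Macrophage markers went both ways, with 11 of 16 lower and 3 higher (camera, adjusted p = 0.00705, and adjusted p = 0.248 with an estimated correlation); Mrc1, the macrophage mannose receptor, fell by 1.03 on the log2 scale.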

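Among blood cell genes, all 6 NK cell markers fell, such as Nkg7 with a ratio of 0.443 (camera, adjusted p = 0.0016, and adjusted p = 0.26 with an estimated correlation). The neutrophil genes S100a8 and S100a9, which encode calcium-binding alarmins, fell by 1.91 and 1.97 on the log2 scale, while Cd177 rose 6.68-fold; over the 6 neutrophil markers 4 fell and 1 rose (camera, adjusted p = 0.0911). Of 7 B cell markers 5 fell and none rose, among them Cd22 with a log2 change of -0.87 (camera, adjusted p = 0.043, and adjusted p = 0.428 with an estimated correlation). Red blood cell transcripts Alas2 and Slc4a1 fell by 2.12 and 1.04 on the log2 scale. None of the 7 T cell markers passed the test, and Cd3d had a signal of 399 ± 61.2 in dysplasia and 452 ± 104 (SD, n = 5) in transgenic tissue. Ciliated cell markers went the other way, and all 5 measured rose, with Pifo, a gene of cilium assembly, at 8.46-fold (median 1.25, adjusted p = 0.00144 by camera and adjusted p = 0.146 with an estimated correlation). Club cell markers gave 4 rises, 1 fall and 3 without a call among 8 (camera, adjusted p = 0.131), and the secretoglobin Scgb3a2 rose 2.36-fold. Against non-transgenic tissue 0 of these 8 rose, 1 fell and 7 were without a call (camera, adjusted p = 0.673). Over the lists of endothelial, smooth muscle, mesothelial, ciliated and NK cells, adjustment over the list alone gave 22, 6, 4, 5 and 6 calls in the same directions. The largest single falls with no overlap of the groups were those of Scube2, Gpm6a, the matrix proteoglycan gene Ogn, Igfbp2 and Tcf21. Scube2 had a signal of 233 ± 169 in dysplasia and 1828 ± 458 (SD, n = 5) in transgenic tissue (adjusted p = 4.22e-05, limma). Next came Lrat, the enzyme that esterifies retinol, the platelet chemokine gene Ppbp, the lymphatic growth factor gene Vegfd, Igfbp3 and Bmp6, which fell by 2.64, 2.63, 2.61, 2.59 and 2.57 on the log2 scale. The call of the B cell list rests on more than 1 choice, with an adjusted p of 0.0566 with the actin ratio as a covariate, 0.0641 without array 5 of each group, 0.0582 with each array scaled to the same total, 0.0584 without dysplasia 2, 0.0562 without transgenic 2, 0.0569 without transgenic 3 and 0.0587 without transgenic 5. That of the red blood cell list (adjusted p = 0.043, camera; adjusted p = 0.162 with an estimated correlation) moved to 0.0515 with the actin ratio as a covariate, 0.0579 without array 5 of each group, 0.0804 with dim probe sets kept, 0.0926 with the array number as a block and 0.0575 without transgenic 2.

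**Figure D1:**
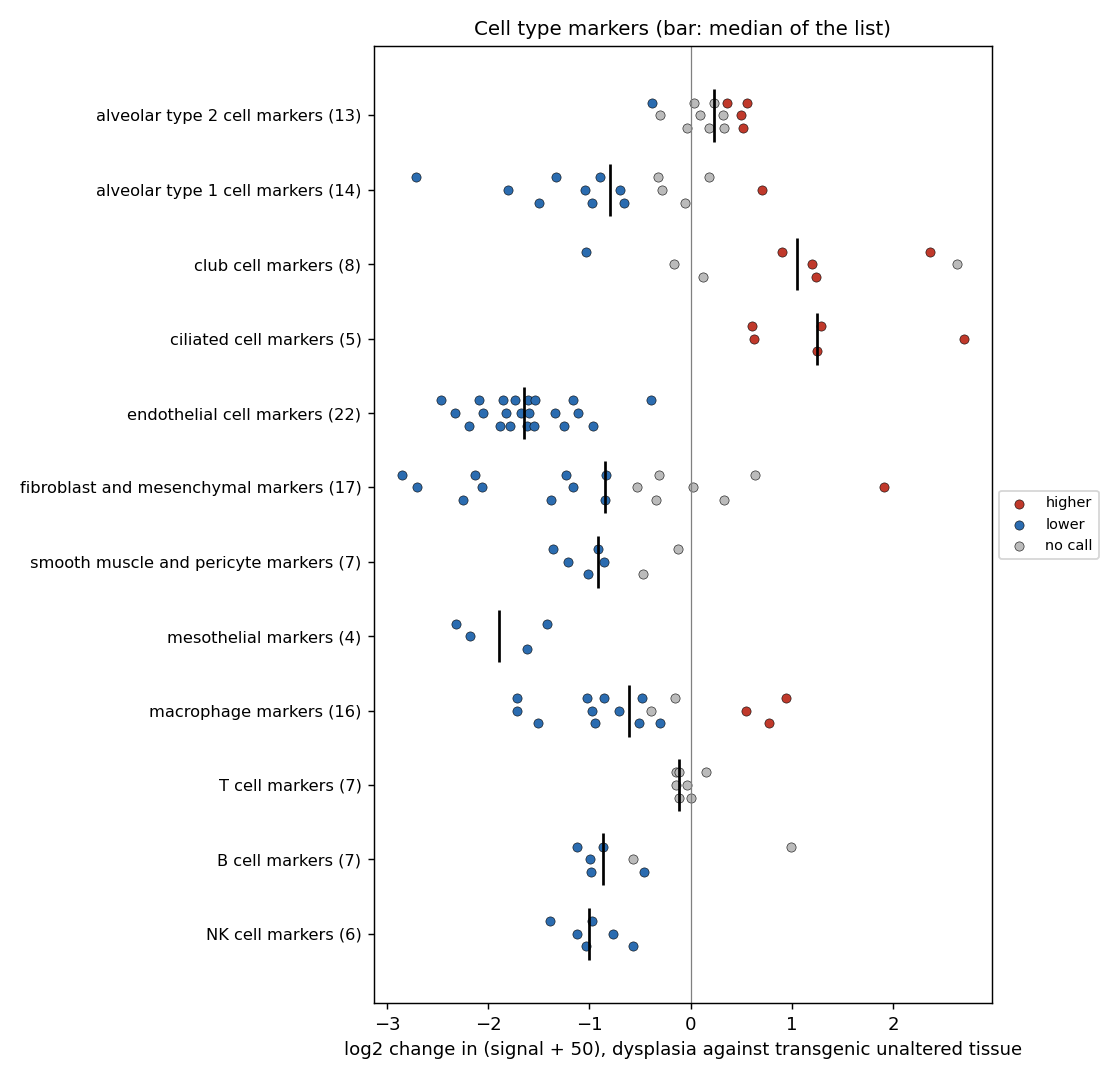
Log2 change of the signal in dysplasia against transgenic unaltered tissue for the genes of 12 cell type marker lists; each dot is 1 gene, red higher, blue lower and grey without a call, the bar is the list median, and the number of measured genes stands in parentheses. The 22 endothelial genes lie below 0 with a median of -1.65, and the 5 ciliated cell genes lie above 0 with a median of 1.25.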

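Against non-transgenic lung tissue, Dlk1, an imprinted gene of a membrane ligand of the Notch family, rose 83.9-fold, from 40.7 ± 15.9 to 3415 ± 1574 (SD, n = 5). The base of this fold is a signal near background, so its size is not firm. Dmkn, an epidermal secreted protein, rose 28.1-fold (log2 change 4.56, standard error 0.16, adjusted p = 1.38e-08, limma). Further large rises were those of Gkn2 with a log2 change of 6.32, Cbln1 with 5.10 and Gzme with 5.05. Igfbp3, a binding protein of insulin-like growth factors, had the largest fall, from 2657 ± 358 to 225 ± 89.3 (SD, n = 5). The growth factor receptor Fgfr4 fell by 2.85, the endothelial lectin gene Clec14a fell by 2.86 and the lipolysis inhibitor gene G0s2 fell by 2.87 on the log2 scale. All 13 measured genes of plasma proteins made by the liver rose, with Afp, alpha-fetoprotein, at 15.9-fold and Itih2 at 45.8-fold (median 2.67, adjusted p = 1.12e-10 by camera and adjusted p = 0.0776 with an estimated correlation). The other 13 genes of this list were not tested, and the signal limit favours genes raised in dysplasia here as well. Endothelial markers fell in 22 of 22, with a median of -1.84 (camera, adjusted p = 1.44e-11, and adjusted p = 0.135 with an estimated correlation). Among fibroblast and mesenchymal markers 11 of 17 fell, and Eln, elastin, rose 4.97-fold (camera, adjusted p = 0.00146, and adjusted p = 0.239 with an estimated correlation). Smooth muscle and pericyte markers fell in 7 of 7 (median -1.22, adjusted p = 0.00109 by camera and adjusted p = 0.265 with an estimated correlation), and alveolar type 1 markers in 10 of 14 (camera, adjusted p = 0.00243, and adjusted p = 0.239 with an estimated correlation). Macrophage markers split into 5 higher and 5 lower of 16: the complement gene C1qb rose 3.07-fold and Adgre4 fell by 2.38 on the log2 scale (camera, adjusted p = 0.835). Heart muscle genes, such as Myl7 and Actc1, fell in 6 of 7 (camera, adjusted p = 0.0318, and adjusted p = 0.468 with an estimated correlation), a list call that ended at an adjusted p of 0.0544 with Xist as a covariate, 0.0794 in a fit of all 3 groups, 0.0716 with a signal limit of 200, 0.0546 without dysplasia 2 and 0.0543 without non-transgenic 2. In total 4476 probe sets (3276 genes) were higher and 5047 (3410 genes) lower at an adjusted p under 0.05 by limma. The thresholds of the paper were passed by 1061 higher (814 genes) and 1633 lower (1135 genes). The groups did not overlap at 7219 probe sets, or 33.33%, where chance gives 0.794%. SAM on the signal used here, fixed in advance, called 1199 higher and 1962 lower at those thresholds, and SAM on log2 values without offset or signal limit, chosen after the values were seen, 237 higher and 24 lower. Mice of the 2 groups differ in age, with 5 to 7 against 7 to 10 months in the methods, and in sex, with 3 male and 1 female dysplasia arrays against 1 male and 4 female non-transgenic arrays.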

For this comparison, we requested at least 2-fold differentially expressed genes at an estimated false discovery rate of ≤0.001 (Table 1). 

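Among the probe sets named by a single gene, the largest rise on the scale of log2(signal + 50) in transgenic unaltered tissue over non-transgenic lung was that of Dlk1, by 3.13 (a ratio of 18.6, standard error 0.18, adjusted p = 3.71e-05, limma). The base of this ratio is a signal near background, so its size is not firm. Dmkn rose 7.57-fold, from 234 ± 60.9 to 1773 ± 430.0 (SD, n = 5). The fibrinogen chain genes Fga and Fgg rose 14.3-fold and 8.00-fold. Mfsd2a, a transporter of lysophospholipids, rose 3.88-fold and the neutrophil antigen gene Cd177 rose 5.57-fold. Among the fewer falls, the paraoxonase gene Pon1 fell by 1.53 and Bex1 fell by 0.90 on the log2 scale. Genes of plasma proteins made by the liver rose in 8 of 13 and fell in none, or 11 of 13 when adjusted over the list alone (median 0.86, adjusted p = 2.79e-14 by camera and adjusted p = 0.0309 with an estimated correlation). Of 19 genes of fatty acid and cholesterol synthesis, 3 rose and none fell, or 10 when adjusted over the list alone; Me1, the malic enzyme that supplies NADPH, rose 1.86-fold (camera, adjusted p = 6.98e-09, and adjusted p = 0.0138 with an estimated correlation). Macrophage markers rose in 5 of 16, with the lysosomal gene Cd68 at 2.03-fold (camera, adjusted p = 2.39e-06, and adjusted p = 0.145 with an estimated correlation). Cell cycle genes gave 1 rise among 32, or 12 when adjusted over the list alone, with a median of 0.30 (camera, adjusted p = 2.22e-10, and adjusted p = 0.174 with an estimated correlation). No endothelial marker passed the test alone, with a median of -0.17 over 22, while the set test gave an adjusted p of 0.000564 by camera, and adjusted p = 0.34 with an estimated correlation.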

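Over all genes 254 probe sets (213 genes) were higher and 18 (17 genes) lower in transgenic unaltered tissue at an adjusted p under 0.05 by limma. The 9 that passed the thresholds of the paper all rose: Ereg, Dlk1, Dmkn, Gkn2, Mfsd2a, St8sia6, Lrg1, Cxcl17 and Tprn. Lrg1, an acute phase glycoprotein gene, had a log2 change of 1.65, the chemokine gene Cxcl17 1.47 and Tprn 0.95; these 3 lie outside the rule for named genes. None fell at those thresholds by limma, where 1014 probe sets were lower at an unadjusted p under 0.05, and SAM on the signal used here called 76 higher and 0 lower. SAM on log2 values without offset or signal limit, chosen after the values were seen, called 0 in either direction. Without transgenic 5 the thresholds were passed by 5 higher and 1 lower. The groups did not overlap at 932 probe sets, or 4.303%, where chance gives 0.794%. With the array number as a block, 0 probe sets passed the thresholds of the paper, and 329 had an adjusted p under 0.05. Male mice were behind 4 of the 5 transgenic arrays and female mice behind 4 of the 5 non-transgenic arrays, and the transgenic mice were younger, at 5 to 7 against 7 to 10 months. With Xist as a covariate, added after the data were seen, 110 probe sets had an adjusted p under 0.05 and 0 passed the thresholds of the paper. The count of 272 fell to 118, 143 or 126 without non-transgenic 3, 2 or 1, to 123 or 147 without transgenic 3 or 2, and to 179 without non-transgenic 4. The 9 became 3 without non-transgenic 3 or 5, 4 without transgenic 3 or 4, and 5 without non-transgenic 1 or 2.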

Notably, transgenicity alone was associated with 16 up-regulated and 2 down-regulated genes (Supplementary Table S3). We searched for differentially expressed genes by comparing the data sets of dysplasia vs transgenic and dysplasia vs non-transgenic. In such a comparison 114 genes were regulated in common (Figure 2).

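Among the probe sets past the thresholds of the paper in both dysplasia comparisons, Elf5, a transcription factor of secretory epithelium, had a log2 change of 1.68 against transgenic and 2.51 against non-transgenic tissue (standard errors 0.13 and 0.12). Akr1b8, an aldo-keto reductase, had a signal of 4341 ± 459 (SD, n = 5) in dysplasia, 929 ± 204 in transgenic and 643 ± 47.4 in non-transgenic tissue. Its relative Akr1c19 rose 6.13-fold over transgenic and 5.95-fold over non-transgenic tissue. Among the shared falls, Wnt2, a growth factor of lung mesenchyme, fell by 2.25 and 2.47 on the log2 scale, with 104 ± 41.6 in dysplasia (adjusted p = 5.85e-06 and 9.33e-07, limma). In all, 645 probe sets were higher and 1095 lower in both comparisons, 1740 together. A further 83 passed only against transgenic and 954 only against non-transgenic tissue. Independent lists of these sizes would share 32.87 higher and 86.86 lower probe sets. Both comparisons use the same 5 dysplasia arrays, so their lists are not independent. In 20 simulations of unchanged groups that share these arrays the overlap was 0, also at an adjusted p under 0.05. With so few calls, these simulations cannot show how far shared arrays raise the overlap of changed groups. When 3 dysplasia arrays were set against transgenic and the other 2 against non-transgenic tissue, 375 were higher and 534 lower in both, against 13.1 and 30.4 expected of independent lists. At an adjusted p under 0.05 by limma 6639 probe sets were called in the same direction in both comparisons and 12 in opposite directions. With array 5 of each group left out, an alternative added after seeing the data, 1104 probe sets were shared at the thresholds of the paper. With SAM on the signal used here, fixed in advance, 2076 were shared, and with SAM on log2 values without offset or signal limit, added later, 125.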

**Figure 2:**
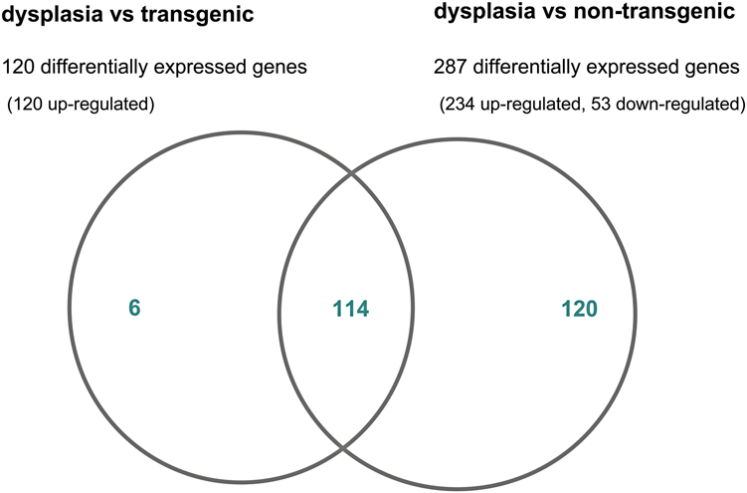
Venn diagram for significantly regulated genes. Venn diagram for significantly up-regulated genes. Comparison of dysplasia and transgenic unaltered lung tissue with non-transgenic samples. 114 genes were found in dysplasia, respectively, which were at least 2-fold differentially expressed (FDR = 0.001).

**Table 1:** Overview of significant differentially expressed Genes (FDR = 0.001, FC ≤2≥).

	non-transgenic	transgenic	dysplasia
**non-transgenic**	0	18	287
**transgenic**	18	0	120
**dysplasia**	287	120	0

Notably, we used this stringent cut-off because we desired a smaller number of genes with very low false positive rates on which to focus our attention. With an estimated false discovery rate of 0.1 we obtained in dysplasia 2352 significantly regulated genes (867 up-regulated and 1485 down-regulated) compared with transgenic but unaltered cells and 3311 genes (1279 up-regulated and 2032 down-regulated) in dysplasia versus non-transgenic cells. Comparison of these data sets resulted in 2207 genes regulated in common in dysplasia (data not shown).

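Keratins of simple epithelia had higher signals in dysplasia than in either unaltered tissue. Krt18 had a signal of 16423 ± 2256 (SD, n = 5) in dysplasia, 3655 ± 231 in transgenic and 2519 ± 191 in non-transgenic tissue, and Krt23 rose 3.11-fold and 4.10-fold. All 6 measured keratins rose against transgenic (median log2 change 1.36, adjusted p = 1.75e-05 by camera and adjusted p = 0.0943 with an estimated correlation) and against non-transgenic tissue (median 1.59, adjusted p = 4.2e-05 by camera and adjusted p = 0.115 with an estimated correlation). The metal-binding metallothioneins Mt1 and Mt2 rose 3.48-fold and 4.29-fold over transgenic tissue (camera, adjusted p = 0.00315, and adjusted p = 0.126 with an estimated correlation) and 5.32-fold and 5.62-fold over non-transgenic tissue (camera, adjusted p = 0.0147, and adjusted p = 0.196 with an estimated correlation). Of 18 glutathione and xenobiotic enzymes 7 rose and 2 fell against transgenic tissue (camera, adjusted p = 0.00504, and adjusted p = 0.147 with an estimated correlation), and against non-transgenic tissue Gstm2, a glutathione transferase, fell by 1.99 on the log2 scale (standard error 0.13). At an adjusted p of at most 0.1 and a ratio of at least 2, 884 probe sets were higher and 1599 lower in dysplasia than in transgenic tissue. Against non-transgenic tissue 1255 were higher and 2044 lower. Between transgenic and non-transgenic tissue, where the mice differ in sex and age, 111 were higher and 6 lower. With dim probe sets kept, the counts were 1392 and 2453 against transgenic and 1866 and 3643 against non-transgenic tissue.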

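Imprinted genes of the Dlk1-Dio3 locus were higher in dysplasia in both comparisons. All 4 measured rose, with a median log2 change of 2.65 against transgenic (camera, adjusted p = 9.18e-05, and adjusted p = 0.11 with an estimated correlation) and 4.28 against non-transgenic tissue (camera, adjusted p = 4.2e-05, and adjusted p = 0.0776 with an estimated correlation). Rian, a non-coding RNA of this locus, had a signal of 8259.7 ± 1115 (SD, n = 5) in dysplasia, 942 ± 210.2 in transgenic and 306 ± 49.6 in non-transgenic tissue. Other imprinted genes did not move together, with 3 higher and 5 lower of 12 against transgenic (camera, adjusted p = 0.431) and 3 higher and 7 lower against non-transgenic tissue (camera, adjusted p = 0.213). Rasgrf1, an exchange factor of Ras, rose 9.09-fold and 22.0-fold, and Phlda2, which restrains placental growth, rose 5.08-fold and 7.35-fold. Igf2 fell by 0.92 on the log2 scale against transgenic tissue and Ndn fell by 1.31. At an adjusted p of at most 0.1 and a ratio of at least 2, 817 probe sets were higher and 1513 lower in both comparisons, 2330 together. The dysplasia arrays are the same in both, which ties the 2 lists to each other.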

### Principal component analysis (PCA) and hierarchical gene cluster analysis (HCA)

The expression levels were analyzed by the GCOS and ArrayTrack software. We initially examined the data in a 34,000 genes ×15 sample matrix. 

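On the first principal component the dysplasia arrays lay at -118 ± 23.3 (SD, n = 5), the transgenic arrays at 38.6 ± 18.2 and the non-transgenic arrays at 79.8 ± 7.09. The component was calculated from all 21658 tested probe sets and held 37.33% of the variance. Its ranges did not overlap between any 2 groups: -145 to -89.5 in dysplasia, 18.1 to 66 in transgenic and 74.9 to 92.3 in non-transgenic tissue (exact permutation test, p = 0.00794 for each pair, the smallest possible). The second component, with 19.69%, mixed the groups, which spread from -79.5 to 78.1, from -85.6 to 88.4 and from -96.3 to 95.2. Neither it nor the third component, with 11.11%, parted transgenic from non-transgenic tissue (exact permutation test, p = 0.96 and p = 0.325). Dysplasia and transgenic tissue also shared the second component (exact permutation test, p = 0.722).

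**Figure D2:**
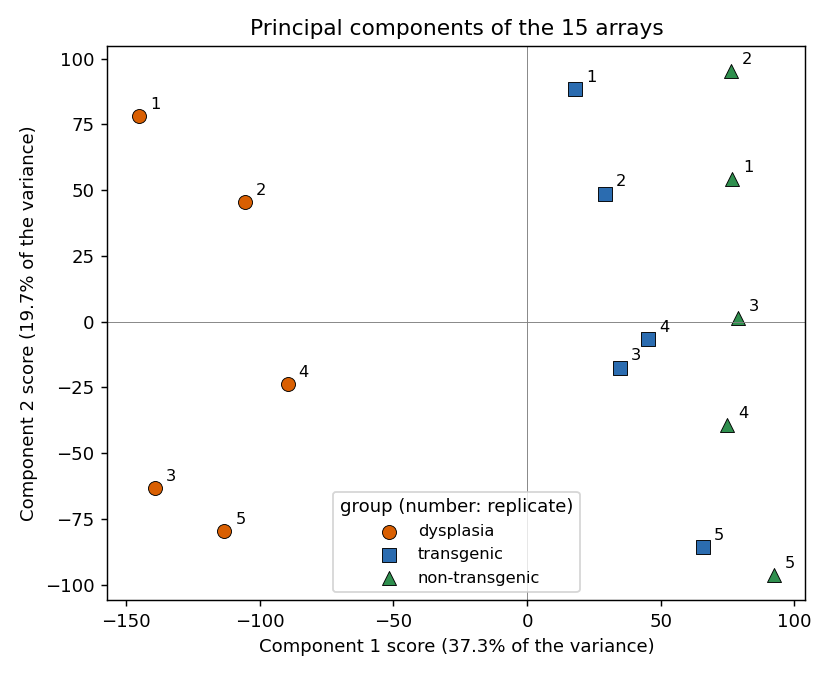
Scores of the 15 arrays on the first and second principal component of log2(signal + 50); each symbol is 1 array and each colour a group. The first component holds 37.33% and the second 19.69% of the variance, and the 5 dysplasia arrays lie between -145 and -89.5 on the first.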

The PCA classified the data into 3 major groups, namely non-transgenic, transgenic and dysplasia (Figure 3).

**Figure 3:**
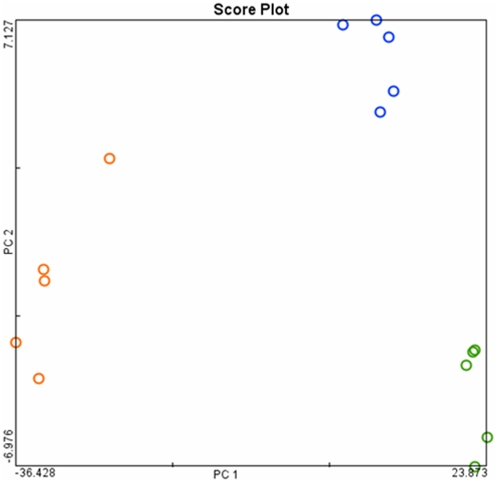
Principal component analysis for gene expression profiles of transformed cells. Principal component analysis of transformed cells from transgenic SP-C/c-raf mouse model in comparison to unaltered lung tissue of transgenic and non-transgenic mice were conducted using the autoscaled method within ArrayTrack. orange; dysplasia; blue, transgenic non-tumor sample; green, non-transgenic samples.

We also applied hierarchical gene cluster analyses after SAM analysis. The closest pair of expression values of 2909 differentially expressed genes was grouped together. Consequently, the data are organized in a phylogenetic tree in which the branch lengths represent the degree of similarity between the expression values. A clear segregation of the analyzed groups (dysplasia, transgenic but unchanged lung tissue and non-transgenic lung tissue) was obtained (Figure 4). 

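Ward clustering of all tested probe sets into 3 clusters placed 10 of the 15 arrays, or 66.67%, in the cluster of their own group. One cluster held the 5 dysplasia arrays, another the unaltered arrays numbered 1 and 2 of both groups and the last those numbered 3 to 5, so that transgenic and non-transgenic arrays parted by number and not by group. With 2 clusters the 5 dysplasia arrays formed one without any other array. When restricted to the 3473 probe sets with an adjusted p of at most 0.1 and a ratio of at least 2 in any comparison, 14 of 15 arrays fell in the cluster of their group, and transgenic 5 was placed with the non-transgenic arrays. These probe sets were chosen by the same group labels, so that clustering on them is not independent of the groups. The share of 66.67% was 64.29% without dysplasia 1 and 71.43% without non-transgenic 5. Among single genes Epha4, an ephrin receptor, had a signal of 307 ± 59.0 (SD, n = 5) in transgenic and 451 ± 111 in non-transgenic tissue (adjusted p = 0.305, limma, or 0.0485 with the array number as a block). The endothelial receptor Tek had a signal of 1277 ± 347 in dysplasia and 6518 ± 253 in non-transgenic tissue (log2 change -2.34).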

The PCA and HCA grouped data according to their biological state. Correspondingly, gene expression data of transgenic SP-C/c-raf lung were well separated from non-transgenic and dysplastic cells, suggesting a large difference between these groups.

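For 13 of the 15 arrays the nearest array, by distance over all tested probe sets, belonged to the same group. These were all 5 dysplasia arrays and 8 of the 10 arrays of transgenic and non-transgenic tissue. Some markers of other cell types parted the unaltered groups: Hdc, the histamine-forming enzyme, rose 2.31-fold in transgenic tissue, and the macrophage genes Mrc1 and Fabp1 rose 2.09-fold and 1.87-fold. In total 5 of 16 macrophage markers rose and 0 fell (camera, adjusted p = 2.39e-06, and adjusted p = 0.145 with an estimated correlation). Fibroblast and mesenchymal markers gave no call in 17, with a median log2 change of -0.10 (camera, adjusted p = 0.0374, and adjusted p = 0.266 with an estimated correlation), and their set test moved to 0.0778 with Xist as a covariate, 0.113 in a fit of all 3 groups, 0.0558 without array 5 of each group, 0.137 with the most variable probe set per gene, 0.106 without non-transgenic 2, 0.0685 without non-transgenic 3, 0.0755 without transgenic 2 and 0.0824 without transgenic 5. From the separation of the groups in these plots the paper proposes that the groups differ to a large extent. It also proposes that some of the genes and pathways it found contribute to early stages of lung cancer.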

**Figure 4:**
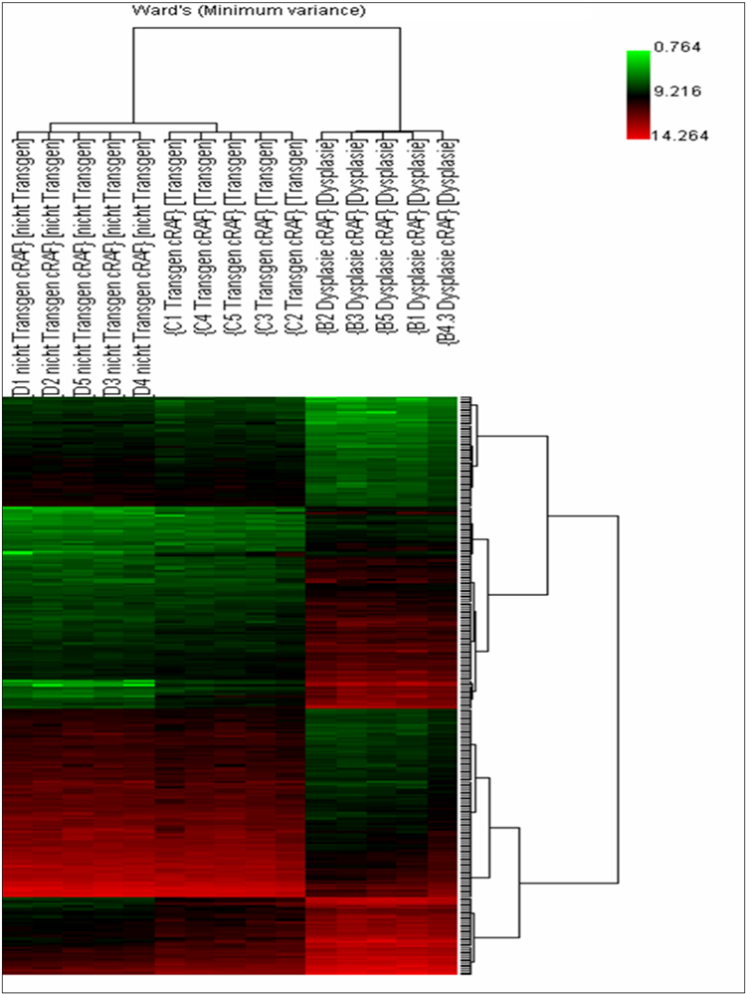
Result of the hierarchical cluster analysis. The normalized data were used for the Ward's Minimum Variance linkage clustering algorithm. A total of 2909 differentially expressed genes (mean channel intensity >100, FDR: 0.1, Bad Flags: 5) were used in the cluster dendogram to obtain a clear segregation of the analyzed groups (dysplasia, transgenic and non-transgenic). The similarity of gene expression profiles among experimental samples is summarized in a dendogram above the cluster, in which the pattern and the length of the branches reflect the relatedness of the samples. Groups (dysplasia, transgenic and non-transgenic) are presented by columns, and genes in rows. Expression values were colour coded with a red green scale. Green, transcript levels below the median; black, equal to the median and red, greater than median.

### Pathway analysis of differentially expressed genes

We employed the Ingenuity Pathways Analysis software and over 70% of regulated genes were mapped to different networks in the IPA database. These networks describe functional relationships among gene products based on findings presented in peer-reviewed biological pathways. Taken collectively, 12 and 16 networks could be defined for the comparison dysplasia vs transgenic and dysplasia vs non-transgenic cells. Based on pathway analysis the top 2 and top 3 networks reached a score of 25 or higher and contained 15 or more genes in the comparison dysplasia vs transgenic (Figure 5) and dysplasia vs non-transgenic cells (Figure 6), respectively. This demonstrates the extensive relationship and interaction between the significantly regulated genes in dysplasia. These networks were associated with the following pathways: cellular growth and proliferation, cell-to-cell signalling and interaction, cancer, lipid metabolism, development, cellular movement amongst others (Supplementary Figure S1). In the following, we describe prominent examples. Cancer cells may produce their own growth factors to stimulate proliferation in neighbouring or parental cells (paracrine vs autocrine loops). We thus searched for genes involved in cellular growth and proliferation and found in the case of dyspalsia 18 genes to be up-regulated ranging between 3.6 to 23.5-fold as compared to transgenic but morphologically unaltered lung tissue. Likewise 36 genes were up-regulated between 4.7 to 482.2-fold when compared to non-transgenic lung tissue. In particular, the Areg (amphiregulin) and Ereg (epiregulin) ligands, both members of the EGF-pathway, were highly significantly over expressed. These molecules play pivotal roles in an activation of the EGF receptor tyrosine kinase to foster proliferation and motility. Overexpressions of these EGF-ligands are observed in a wide variety of human cancers, including breast, prostate and lung cancer.

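Amphiregulin (Areg) had a signal of 4942 ± 1392 (SD, n = 5) in dysplasia, 321 ± 104 in transgenic and 139 ± 31.2 in non-transgenic tissue. This is a 15.4-fold rise over transgenic (log2 change 3.74, standard error 0.22, adjusted p = 1.03e-06, limma) and a 35.6-fold rise over non-transgenic tissue. Epiregulin (Ereg) had 5464 ± 918 (SD, n = 5) in dysplasia, 443 ± 129.8 in transgenic and 11.3 ± 9.18 in non-transgenic tissue, or 12.3-fold and 482-fold (adjusted p = 7.95e-07 and 5.88e-10, limma). The latter fold has a signal near background as its base and was 301 after quantile normalization. In transgenic unaltered tissue Ereg rose 39.1-fold over non-transgenic tissue (adjusted p = 3.71e-05, limma) and Areg 2.32-fold (adjusted p = 0.027, limma). The 39.1-fold rise has the same signal near background as its base, so its size is not firm. Of 7 EGF receptor ligands listed, 4 were measured on a probe set of their own name, and all 4 rose in dysplasia against transgenic tissue (median 1.29, adjusted p = 0.000729 by camera and adjusted p = 0.0943 with an estimated correlation). Areg takes its name from the table of the paper and is not counted in this list. Against non-transgenic tissue 4 of 4 rose as well (camera, adjusted p = 0.00113, and adjusted p = 0.0776 with an estimated correlation), and in transgenic against non-transgenic tissue 1 of 4 (camera, adjusted p = 0.0135, or 0.0615 with Xist as a covariate; adjusted p = 0.104 with an estimated correlation). The rise of Areg in transgenic tissue had an adjusted p of 0.178 with Xist as a covariate, 0.0738 without array 5 of each group, 0.0818 without non-transgenic 1, 0.0713 without non-transgenic 3, 0.0695 without non-transgenic 4, 0.054 without non-transgenic 5, 0.0626 without transgenic 1 and 0.0602 without transgenic 3.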

**Figure 5:**
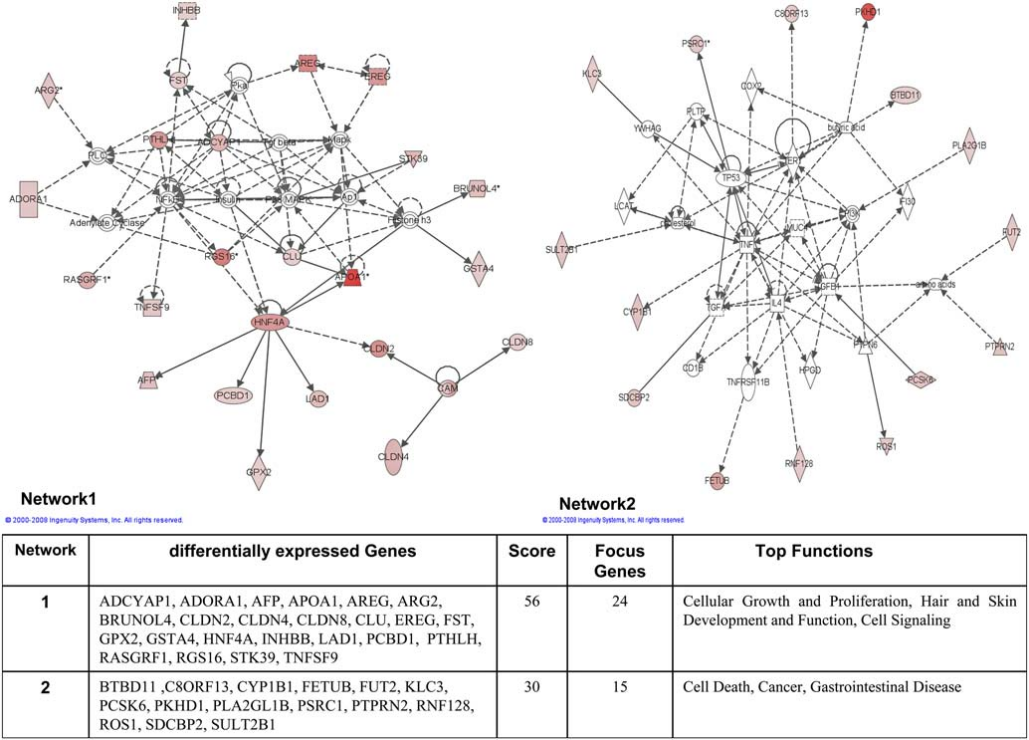
Ingenuity networks: dysplasia versus transgenic mice. Ingenuity networks generated by mapping the focus genes that were differentially expressed between dysplasia and transgenic unaltered lung tissue. Each network is graphically displayed with genes/gene products as nodes (different shapes represent the functional classes of the gene products) and the biological relationships between the nodes as edges (lines). The length of an edge reflects the evidence in the literature supporting that node-to-node relationship. The intensity of the node color indicates the degree of up- (red) or down-regulation (green) of the respective gene. A solid line without arrow indicates protein-protein interaction. Arrows indicate the direction of action (either with or without binding) of one gene to another. IPA networks were generated as follows: Upon uploading of genes and corresponding fold-change expression values (done separately for dysplasia vs transgenic and dysplasia vs non-transgenic differentially expressed genes), each gene identifier was mapped to its corresponding gene object in the IPA Knowledge Base (part of the IPA algorithm). Fold-change expression values were used to signed genes whose expression was differentially regulated; these “focus genes” were overlaid onto a global molecular network contained in the IPA Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity and scored according to the number of focus genes within the network as well as according to the strength of their associations.

**Figure 6:**
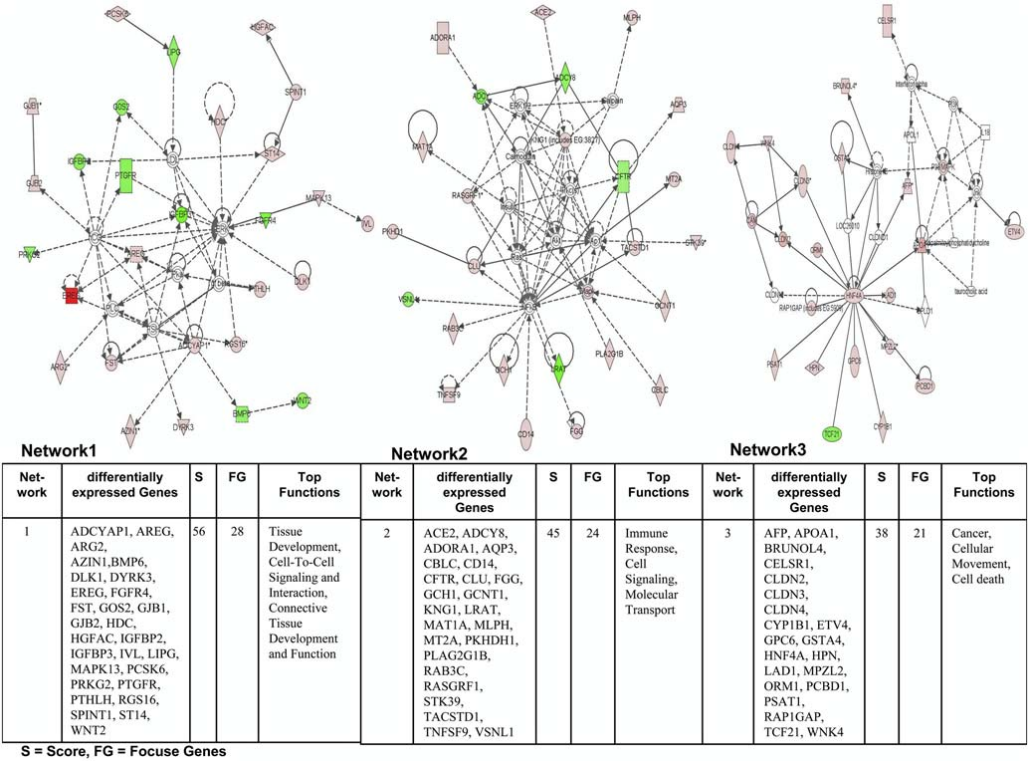
Ingenuity networks: dysplasia versus non-transgenic mice. Ingenuity networks generated by mapping the focus genes that were differentially expressed between dysplasia and non-transgenic unaltered lung tissue (descriptions see Fig. 6).

Cell-to-cell interactions are also important for the regulation of cell proliferation and differentiation. Indeed, expression of cell adhesion molecules is programmed during development to provide positional and migratory information for cells. Disruption of these adhesion events leads to increased cell motility and potential invasiveness trough remodelling of the extra cellular matrix.

We found genes coding for tight junction proteins to be regulated. 

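Claudins, the sealing proteins of tight junctions, moved in both directions. Of 12 measured, 5 rose, 2 fell and 5 did not pass the test in dysplasia against transgenic tissue, or 6 and 3 when adjusted over the list alone (median log2 change 0.49, adjusted p = 0.0296 by camera and adjusted p = 0.126 with an estimated correlation). Cldn3 rose from 2980.1 ± 416 to 9259.9 ± 1460.5 (SD, n = 5), a 3.11-fold change. Cldn5, the claudin of endothelial cells, fell by 1.88 on the log2 scale. Against non-transgenic tissue 6 rose and 2 fell, among them Cldn7 with a 3.94-fold rise (camera, adjusted p = 0.0239, and adjusted p = 0.187 with an estimated correlation). Of 7 other tight junction genes 3 rose and 1 fell against transgenic tissue (camera, adjusted p = 0.104). Marveld3 and the scaffold gene Tjp3 rose 2.59-fold and 2.03-fold, while Tjp1, the scaffold ZO-1, had a ratio of 0.771 (adjusted p = 0.011, limma). Against non-transgenic tissue 4 of them rose and 2 fell (camera, adjusted p = 0.137, and adjusted p = 0.286 with an estimated correlation).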

Identification of the molecular components of the tight junction evidenced that, in addition to their structural functions, these proteins play central roles in regulating cellular proliferation and differentiation. Under normal conditions, tight junctions act to segregate a growth factor within the apical membrane compartment away from its receptor in the basolateral membrane compartment, thereby precluding receptor activation [19]. The disruption of tight junctions in adjacent healthy cells permits the growth factor to bind and activate its receptor, thereby inducing cellular proliferation and migration. 

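Claudin 2 (Cldn2), which forms cation-selective pores, had a signal of 2812 ± 327 (SD, n = 5) in dysplasia, 211 ± 55.2 in transgenic and 23.0 ± 18.2 in non-transgenic tissue. Its log2 change was 3.47 (standard error 0.15, adjusted p = 3.39e-07, limma) against transgenic and 5.32 (adjusted p = 4.35e-09, limma) against non-transgenic tissue. Claudin 4 (Cldn4) had 1081 ± 281 (SD, n = 5) in dysplasia, 128 ± 52.5 in transgenic and 66.7 ± 32.6 in non-transgenic tissue, which is a 8.43-fold and a 16.2-fold rise (adjusted p = 1.27e-05 and 6.77e-07, limma). Claudin 8 (Cldn8) had 247 ± 42.8 (SD, n = 5) in dysplasia, 53.8 ± 8.32 in transgenic and 74.9 ± 22.8 in non-transgenic tissue, or 4.60-fold and 3.30-fold (adjusted p = 5.62e-06 and 3.69e-05, limma). For each of the 3 genes every dysplasia array was above every array of both other groups. In transgenic against non-transgenic tissue Cldn2 rose 9.19-fold (adjusted p = 0.00134, limma), and Cldn4 had an adjusted p of 0.349 and Cldn8 of 0.469. The fold of Cldn2 between these 2 tissues ran from 7.93 to 13.7 with 1 array left out. Its base is a signal near background, so its size is not firm. In that comparison 4 of 12 claudins rose and none fell (camera, adjusted p = 0.00962, and adjusted p = 0.145 with an estimated correlation), and this list call had an adjusted p of 0.0655 without array 5 of each group and 0.0545 without non-transgenic 5. Of the single calls only that of Cldn2 stood with Xist as a covariate, added after the data were seen: the adjusted p was then 0.134 for Cldn1, 0.0529 for Cldn3 and 0.198 for Cldn7. Cldn1 had 0.0639 with the array number as a block, and the call of Cldn7 was lost without any 1 of 8 arrays (adjusted p of 0.0532 to 0.0655).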

In dysplasia the claudins Cldn2, Cldn4 and Cldn8 were significantly up-regulated, their expression ranged from 4.6–13.31-fold and 4.9–122.38-fold, when transgenic but healthy and non-transgenic lung tissue were compared, respectively. Overexpression of these tight junction proteins suggest remodelling of tight junctions.

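Connexin genes, which code for gap junction channels, went both ways. Gja3 had a signal of 223 ± 58.3 (SD, n = 5) in dysplasia, 24.0 ± 10.8 in transgenic and 1.47 ± 1.22 in non-transgenic tissue, a ratio of 9.32 to transgenic and 152 to non-transgenic tissue, or 237 without non-transgenic 5. These ratios have signals near background as their base, so their size is not firm. The mean signal of Gja3 over all arrays was below 100, so it was not tested with the others. With dim probe sets kept its adjusted p was 2.46e-05 against transgenic and 8.37e-07 against non-transgenic tissue (limma). Of 6 measured connexins 3 rose and 2 fell in dysplasia against transgenic tissue (camera, adjusted p = 0.396), with Gjb2 and Gjb6 of epithelia at 3.92-fold and 3.35-fold. Gjc1 and Gja4, the latter a connexin of endothelium, fell by 1.74 and 1.49 on the log2 scale. Against non-transgenic tissue 4 rose and 2 fell, with Gjb1 at 10.2-fold (camera, adjusted p = 0.19, or 0.0406 with dim probe sets kept). In transgenic over non-transgenic tissue none of the 6 measured connexins passed the test alone, or 4 when adjusted over the list alone (camera, adjusted p = 0.0214, and adjusted p = 0.154 with an estimated correlation), and the list had an adjusted p of 0.0791 with the most variable probe set per gene.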

Next to claudins, we observed up-regulation of gap junction proteins in dysplasia by 11 and 9-fold as well (Gja3, gap junction protein alpha-3 and Gjb4, gap junction protein beta-4). Alteration in gap junctional intercellular communication results in the inability of cells to receive apoptotic, growth suppressing or differentiation signals from their neighbours. Specifically, connexins, a family of 20 trans-membrane proteins in humans, comprise the main subunits of gap junctions; – these specialised clusters of intercellular channels allow adjacent cells to directly share ions and hydrophilic molecules of up to ∼1 KDa in size. Gap junctional intercellular communication is thought to control tissue homeostasis and to coordinate cellular processes such as proliferation, migration and differentiation. Disruption of gap junctional intercellular communication or mutations in connexins is associated with several human diseases. Notably, gap junction expression is often up-regulated in hyperplastic tissues.

Furthermore, lipid metabolism is altered in cancer, including loss of body fat early in tumor growth, induction of hyperlipidemia and changes in a variety of serum lipid and lipoprotein fractions. Thus, cancer patients were found to have higher rates of fat oxidation when compared with healthy individuals with equal weight loss [20], [21]. We examined genes involved in lipid metabolism and found up to 13 genes in dysplasia to be up-regulated ranging from 3.6–28.1-fold and 4.4–148.4-fold when unaltered transgenic and non-transgenic lung tissue was compared with dysplastic cells. In particular Apoa1 (apolipoproteinA-1) the major apoprotein of High Density Lipoprotein (HDL) was significantly over expressed. 

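The 13 lipid genes named by the paper were measured, and 12 of them had a probe set above the signal limit with a single gene name. All 12 rose in dysplasia against transgenic tissue, with a median log2 change of 2.12 (camera, adjusted p = 4e-11, and adjusted p = 0.0559 with an estimated correlation), and all 12 against non-transgenic tissue, with a median of 2.36 (camera, adjusted p = 7.66e-10, and adjusted p = 0.0383 with an estimated correlation). The paper chose these genes on the same samples, so their count is not independent evidence of the direction. Enzymes of fatty acid and cholesterol synthesis, a list that the study did not choose, went both ways: of 19 measured, 3 rose, 5 fell and 11 did not pass the test (camera, adjusted p = 0.688). The malic enzyme Me1 rose from 2528 ± 262 to 5645 ± 875 (SD, n = 5) and Acly, which supplies acetyl-CoA, rose 1.48-fold. The cholesterol enzymes Dhcr7 and Lss fell by 0.66 and 0.64 on the log2 scale. Against non-transgenic tissue 6 of 19 rose and 0 fell, with Fasn, the fatty acid synthase, at 1.81-fold (camera, adjusted p = 0.144, and adjusted p = 0.426 with an estimated correlation).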

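Apoa1 was measured by 3 probe sets. On the one brightest in dysplasia the signal was 385 ± 153 (SD, n = 5) in dysplasia, 13.7 ± 18.7 in transgenic and 2.70 ± 0.851 in non-transgenic tissue, a ratio of 28.1 and 143 (adjusted p = 4.42e-05 and 5.78e-06, limma). Transgenic 3 carries most of the transgenic mean, and without it the former ratio was 70.7. After quantile normalization the ratio to non-transgenic tissue was 63.9. On the dimmest one dysplasia reached 331 ± 149, or 23.5-fold over transgenic and 103-fold over non-transgenic tissue, the first of which was 67.9 without transgenic 3. On the remaining one the rises were 9.75-fold and 74.4-fold. The log2 changes on the scale of log2(signal + 50), 2.71, 2.50 and 2.15 in this order against transgenic tissue, are smaller than these ratios because unaltered lung gave a signal near background. Lcat, which esterifies the cholesterol of HDL, had 89.1 ± 12.7 in dysplasia, 82.8 ± 14.0 in transgenic and 106 ± 26.1 in non-transgenic tissue and was below the signal limit. The last probe set also rose in transgenic over non-transgenic tissue (adjusted p = 0.0144, limma, or 0.0764 with Xist as a covariate, 0.229 in a fit of all 3 groups, 0.0529 without non-transgenic 3 and 0.0544 without transgenic 3), and the other 2 did not pass the test (adjusted p = 0.609 and 0.663).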

Apoa1 is a cofactor for Lcat (lecithin-cholesterin-acetyltransferase), which is responsible for the formation of most cholesterol esters in plasma. Apoa1 also promotes efflux of cholesterol, phospholipids, sphingomyelin, sterol and phosphatidylcholin from cells and is involved in transport of cholesterol ester. Recently, it has been observed that the HDL complex is capable of suppressing lymphocyte function, particularly in the host resistance to tumors [22].

In this regard we also found changes in the expression of cell surface glycolipids in dysplastic cells as compared to unaltered transgenic or to non-transgenic lung tissue. For example, Sult2b1 (sulfotransferase family 2b, member 1) was significantly over expressed. This enzyme catalyzes the sulphate conjugation of pregnenolone and cholesterol. Moreover, St8sia6 (St8 alpha-n-acetyl-neuraminide alpha-2,8-sialyltransferase 6), an enzyme which synthesize sialylglycoconjugates of glycolipids was significantly up-regulated, as well. These changes may result in new surface antigens and glycolipids in addition to altered cell-cell and cell-extracellular matrix communication followed by decreased adhesiveness and invasiveness through normal tissue barriers.

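Sult2b1, which transfers sulfate to cholesterol, had a signal of 908 ± 149 (SD, n = 5) in dysplasia, 144 ± 51.4 in transgenic and 66.9 ± 35.8 in non-transgenic tissue. It rose 6.30-fold over transgenic tissue (log2 change 2.33, standard error 0.19, adjusted p = 7.55e-06, limma) and 13.6-fold over non-transgenic tissue (log2 change 3.08, standard error 0.20, adjusted p = 8.61e-07, limma). The dysplasia arrays did not overlap with either other group. Between transgenic and non-transgenic tissue the test was not passed (log2 change 0.74, adjusted p = 0.207, limma).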

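St8sia6 had, on the brightest of its 3 probe sets, a signal of 8173 ± 625 (SD, n = 5) in dysplasia, 1046 ± 281 in transgenic and 196 ± 28.6 in non-transgenic tissue. Its log2 change was 2.94 (standard error 0.17, adjusted p = 1.03e-06, limma) against transgenic and 5.07 (standard error 0.10, adjusted p = 5.88e-10, limma) against non-transgenic tissue. Transgenic unaltered tissue was above non-transgenic tissue as well, 5.34-fold (adjusted p = 0.000333, limma). The arrays of the 3 groups lay in separate ranges.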

Further evidence for changes in glycosylation patterns during transformation of normal cells into malignant ones stems form the up-regulation of B4galt6 (UDP-GAL:Beta-GlcNAc Beta-1,4-Galactosyltransferase, polypeptide 6), Fut2 (Fucosyltransferase 2), Gpc6 (Glypican6) and Orm1 (orosomucoid1) as observed in dysplastic cells. 

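B4galt6, a galactosyltransferase of lactosylceramide synthesis, had on the brightest of its 3 probe sets a signal of 2838 ± 436 (SD, n = 5) in dysplasia, 511 ± 97.2 in transgenic and 303 ± 33.5 in non-transgenic tissue. This is 5.55-fold over transgenic (log2 change 2.37, standard error 0.15, adjusted p = 1.47e-06, limma) and 9.37-fold over non-transgenic tissue. Fut2, a fucosyltransferase of secreted blood group antigens, had 347 ± 55.0 (SD, n = 5) in dysplasia, 59.0 ± 24.3 in transgenic and 37.1 ± 9.14 in non-transgenic tissue, or 5.88-fold and 9.35-fold (adjusted p = 8.18e-06 and 2.25e-07, limma). All 6 glycosylation genes named by the paper rose against transgenic (median 2.42, adjusted p = 2.25e-07 by camera and adjusted p = 0.0943 with an estimated correlation) and non-transgenic tissue (median 3.05, adjusted p = 2.51e-07 by camera and adjusted p = 0.0476 with an estimated correlation). They were picked by the study on these samples and are not independent evidence of the direction.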

The synthesis of new carbohydrate chains in dysplastic cells are due to activation of glycosyltransferase such as B4galt6, which catalyzes the reaction UDP-galactose and N-acetylglucosamine for the production of galactose beta-1,4-N-acetylglucosamine. Strikingly, these carbohydrates are absent or have low activity in normal cells. Moreover, the secretor enzyme Fut2, an *α*-1,2-fucosyltransferase, is responsible for the transfer of fucose in an *α*-1,2 linkage to form the terminal H type 1 structure. The extra fucosylations that appear on membrane glycoproteins and glycolipids are associated with several pathological processes, such as tumor metastasis, inflammation and bacterial adhesion.

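Orosomucoid 1 (Orm1), an acute phase glycoprotein made by the liver, had a signal of 413 ± 41.9 (SD, n = 5) in dysplasia, 35.1 ± 16.3 in transgenic and 4.58 ± 4.92 in non-transgenic tissue. The ratio was 11.8 against transgenic (log2 change 2.46, standard error 0.14, adjusted p = 8.84e-07, limma) and 90.1 against non-transgenic tissue, or 162 without non-transgenic 1 (log2 change 3.08, standard error 0.095, adjusted p = 6.58e-09, limma). The ratio to non-transgenic tissue has a signal near background as its base, so its size is not firm. In transgenic against non-transgenic tissue the groups did not overlap, and the adjusted p was 0.052 (limma), or 0.0301 with the actin ratio as a covariate, 0.0146 in a fit of all 3 groups, 0.0396 with no offset, 0.0273 with an offset of 16, 0.0264 after quantile normalization and 0.0249 without transgenic 4.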

As the expression of glycoproteins is increased in many cancers, it was of no surprise that Orm1 was 11.1-fold overexpressed in dysplastic cells. Orosomucoid 1 belongs to a group of highly glycosylated glycoproteins and appears to function in modulating the activity of the immune system. Furthermore, we found glypican 6 to be induced (9.9-fold). 

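Glypican 6 (Gpc6), a heparan sulfate proteoglycan of the cell surface, had a signal of 1089 ± 103 (SD, n = 5) in dysplasia, 109.9 ± 28.2 in transgenic and 97.0 ± 19.9 in non-transgenic tissue. It rose 9.91-fold over transgenic (log2 change 2.85, standard error 0.13, adjusted p = 4.2e-07, limma) and 11.2-fold over non-transgenic tissue (log2 change 2.96, adjusted p = 2.55e-08, limma). The 2 unaltered tissues did not pass the test against each other (adjusted p = 0.821, limma).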

Notably, this protein belongs to a family of glycosylphosphatidylinositol-anchored heparin sulphate proteoglycans. It is known that proteoglycans are high-molecular-weight glycoproteins and interact via their multiple binding domains with many other structural macromolecules. They are bound together with extracellular matrix components and act as cell adhesion factors by promoting organization of actin filaments in the cell cytoskeleton. Proteoglycans have been shown to undergo alterations during malignant transformation resulting in disrupted interaction between the extra cellular matrix and the transformed cells to simplify the invasion into the surrounding tissue.

We further investigated genes involved in developmental processes and found 8 genes to be 3.6–15.4-fold up-regulated in dysplasia as compared to transgenic lung tissue. Notably, 22 genes were 5.4–148.4-fold up-regulated in dysplasia as compared to non-transgenic lung tissue.

In particular Hnf4α (hepatocyte nuclear factor 4-alpha), Foxa3 (forkhead box gene A3) and Foxp2 (forkhead box gene P2) were significantly over expressed in dysplasia (4.5–12.8-fold). These genes codes for proteins that belong to a family of winged-helix/forkhead DNA binding domain transcription factors and are expressed in defined neural, intestinal, and cardiovascular cell types during embryogenesis and differentiation of epithelium. 

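Hnf4a, a nuclear receptor of hepatocytes and gut, had a signal of 531 ± 100.0 (SD, n = 5) in dysplasia and 41.5 ± 24.4 in transgenic tissue, a ratio of 12.8 (log2 change 2.69, standard error 0.20, adjusted p = 4.07e-06, limma). Foxa3 had 362 ± 63.6 and 48.6 ± 14.0, a ratio of 7.45 (adjusted p = 1.84e-06, limma). Foxp2, on the brightest of its 3 probe sets, had 2396 ± 385 and 521 ± 86.1, a ratio of 4.60 (adjusted p = 2.36e-06, limma). These 3 factors, chosen by the paper on the same samples, all rose, which is not independent evidence (camera, adjusted p = 0.00041, and adjusted p = 0.0988 with an estimated correlation). Of 11 other transcription factors of endoderm, a list that the study did not choose, 8 rose, 1 fell and 2 did not pass the test (median 0.94, adjusted p = 0.000729 by camera and adjusted p = 0.0559 with an estimated correlation). The median equals the log2 change of Foxa2, which the paper names as a lung factor. The highest value of the list, 2.62, equals that of Etv4, which is also counted as MAPK pathway output. The list is therefore not separate from the other lists. Foxq1, a forkhead factor, rose 2.86-fold, and Sox17, which is also made by endothelial cells, fell by 1.60 on the log2 scale.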

Hnf4α plays a key role in a transcriptional hierarchy and controls the expression of other transcription factors such as Hnf1 (hepatocyte nuclear factor 1) [23]. Indeed, hundreds of genes are targeted by Hnf4α. Since many of those genes contain more than one Hnf4α binding site, these genes can be grouped into several different categories, according to function, such as nutrient transport and metabolism, blood maintenance, immune function, cellular differentiation and growth factors. The best characterized Hnf4α target genes are those involved in lipid transport (e.g., apolipoprotein genes) and glucose metabolism [24]. In this regard Foxa genes code the winged helix/forkhead transcription factor gene family that also includes Foxa1, Foxa2 and Foxa3, as well [25]. Notably, Foxp2 is characterized as transcriptional repressor and is the first Fox gene that is expressed exclusively in the distal epithelium of the lung during pulmonary development [26].

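The receptor tyrosine kinase gene Ros1 had a signal of 304 ± 42.0 (SD, n = 5) in dysplasia, 51.9 ± 22.8 in transgenic and 38.4 ± 9.85 in non-transgenic tissue. The log2 change was 1.81 (standard error 0.15, adjusted p = 8.18e-06, limma) against transgenic and 2.00 (standard error 0.11, adjusted p = 2.8e-07, limma) against non-transgenic tissue. The ratio of mean signals to non-transgenic tissue was 7.92. Transgenic and non-transgenic tissue had an adjusted p of 0.675 (limma).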

Finally, we searched for expression of oncogenes and found the proto-oncogene Ros1 (v-ros avian ur2 sarcoma virus oncogene homolog 1), which encodes a transmembrane protein with a sequence typical of tyrosine kinases to be 5.8-fold up-regulated in dysplasia. Ectopic expression of this receptor tyrosine kinase Ros1 has been reported in many tumors of the central nervous system and recently in lung and stomach cancers [27] as well. It has been suggested that Ros1 plays a role in the mesenchymal epithelial transition during development of kidney, lung and small intestine [28].

### Quantitative real-time PCR

To confirm the microarray data, expression of 8 genes in dysplasia, transgenic and non-transgenic samples was examined by quantitative real-time PCR using TaqMan Technology. qRT-PCR confirmed that amphiregulin (Areg), epiregulin (Ereg), fetuin beta (Fetub), apolipoprotein A1 (Apoa1), claudin 2 (Cldn2), hepatic nuclear factor 4, alpha (Hnf4α), glutathione S-transferase, alpha 4 (Gsta4) and forkhead box A3 (Foxa3) were up-regulated in dysplasia (Supplementary Figure S2 and S3).

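On the arrays, fetuin beta (Fetub), a plasma protease inhibitor made by the liver, had a signal of 3301 ± 669.8 (SD, n = 5) in dysplasia, 305 ± 107 in transgenic and 58.8 ± 11.5 in non-transgenic tissue. It rose 10.8-fold over transgenic (log2 change 3.26, standard error 0.20, adjusted p = 1.64e-06, limma) and 56.1-fold over non-transgenic tissue. Gsta4, a glutathione transferase that removes lipid peroxidation products, had 8767 ± 543 (SD, n = 5) in dysplasia, 1596 ± 81.0 in transgenic and 1218 ± 149 in non-transgenic tissue, or 5.49-fold and 7.20-fold (adjusted p = 6.81e-08 and 1.58e-08, limma). The paper measured 8 genes by qRT-PCR: Areg, Ereg, Fetub, Apoa1, Cldn2, Hnf4a, Gsta4 and Foxa3. Of these, 7 had a probe set counted in the list, and all 7 rose on the arrays against transgenic (median log2 change 2.69, adjusted p = 1.69e-08 by camera and adjusted p = 0.0604 with an estimated correlation) and non-transgenic tissue (median 2.93, adjusted p = 4.75e-08 by camera and adjusted p = 0.0531 with an estimated correlation). The study chose them on these samples, so the count is not independent evidence of the direction. The qRT-PCR values were not analysed here.

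**Figure D3:**
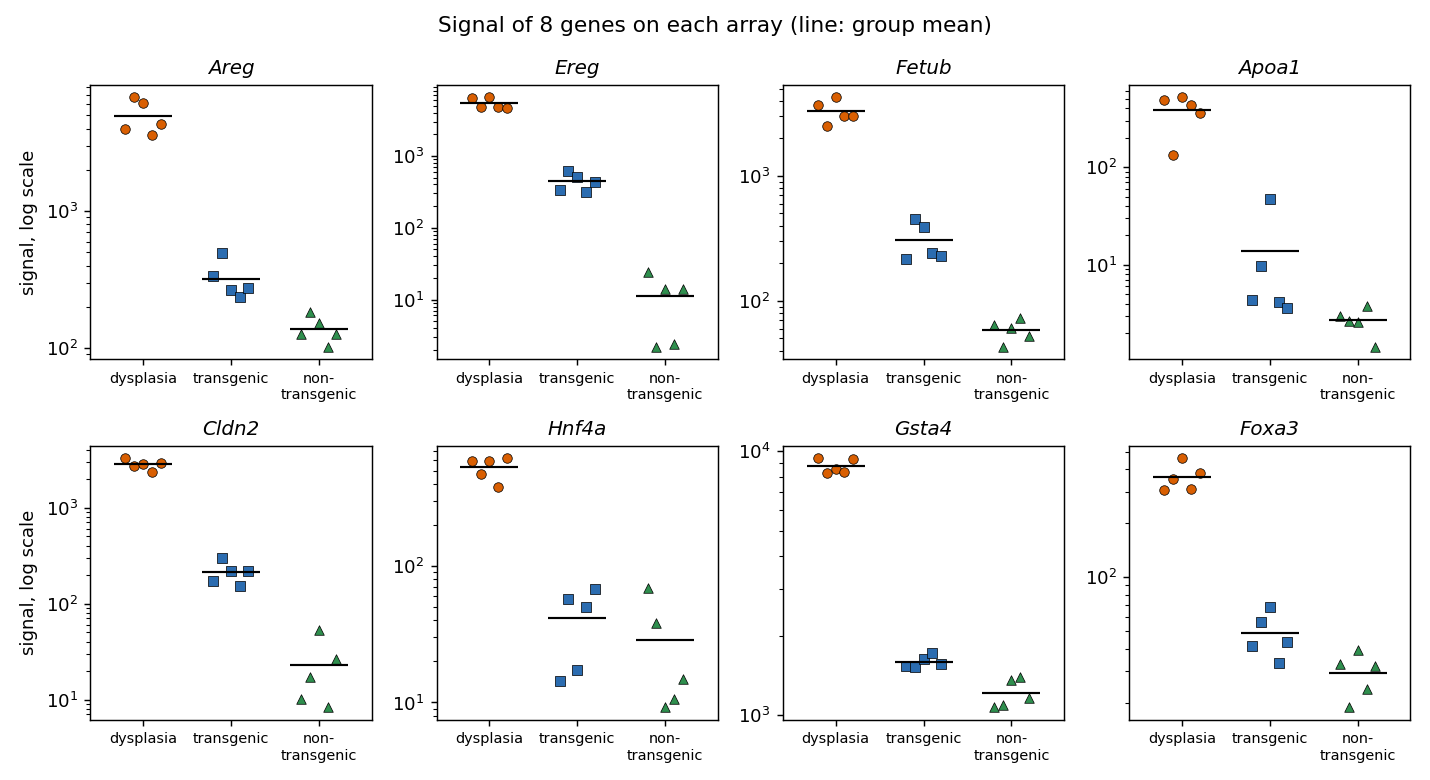
Signal of each array, on a log axis, for the 8 genes that the paper also measured by qRT-PCR, in dysplasia, transgenic and non-transgenic tissue; each point is 1 array and the line is the group mean. For Fetub the group means are 3301, 305 and 58.8 in signal units.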

The expression data generated by the oligonucleotid array and RT-PCR agreed well, therefore supporting the reliability of the array analysis (Figure 7).

**Figure 7:**
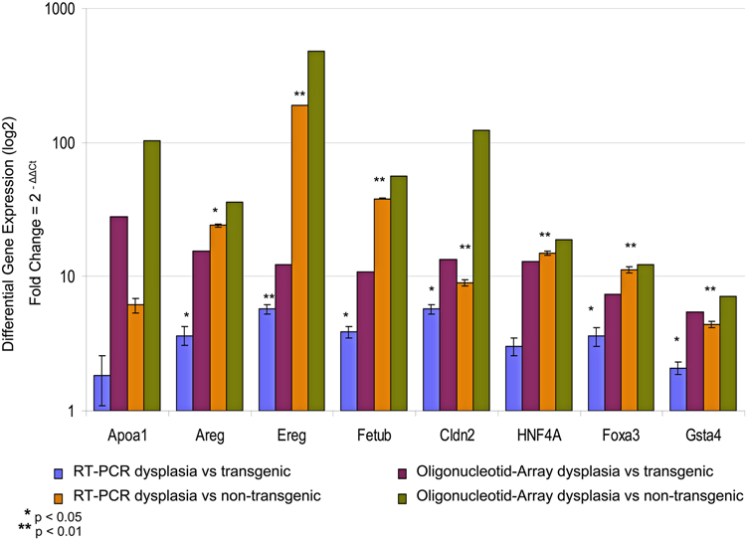
Comparison quantitative RT-PCR and Oligonucleotid-Array. Summary of differential expression of the eight genes verified by quantitative RT-PCR in comparison with Oligonucleotid-Array analysis. The data were analyzed statistically using Student's t-test (*p<0.05; **p<0.01). Error bars indicate standard deviation of five samples and two independent assays for each gene.

### Immunohistochemistry

In order to validate array data as well as to add subcellular localization, we performed immunohistochemical staining for some differentially expressed genes. Immunohistochemistry using antibodies towards amphiregulin, epiregulin, hepatocyte nuclear factor 4 alpha, forkhead box A3 and forkhead box P2 showed a consistent difference in immunoreactivity between dysplastic and transgenic but otherwise unaltered cells (Figure 8). For all five up-regulated proteins, patterns of immunoreactivity confirmed the array data and quantitative real-time PCR results.

**Figure 8:**
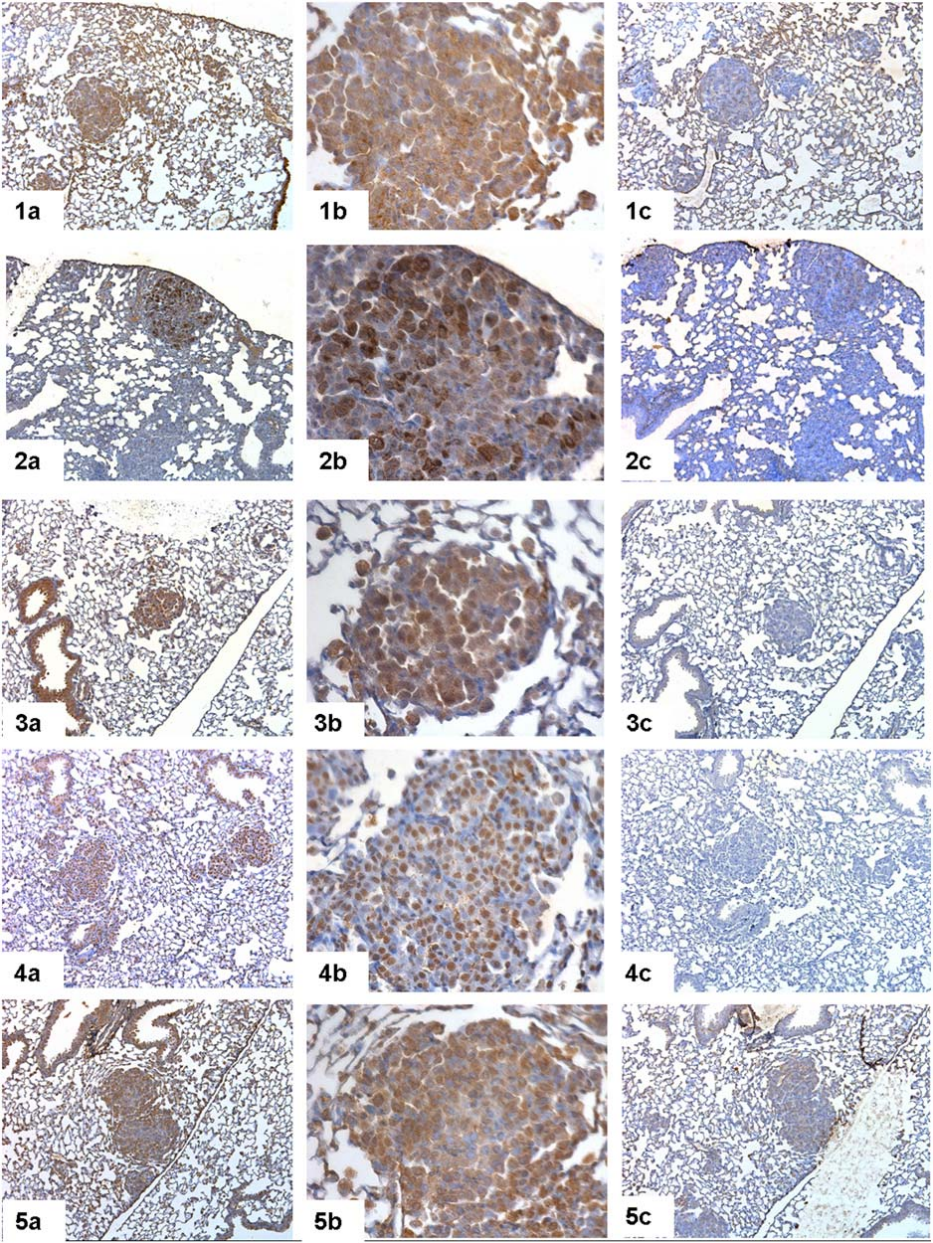
Immunohistochemical staining for dysplasia. Immunohistochemical staining in dysplasia in the presence of primary antibody (a) 10× magnification, b) 40× magnification) and in the presence of primary antibody preincubated with blocking peptide (c). 1 = amphiregulin (AREG), 2 = epiregulin (EREG), 3 = hepatocyte nuclear factor 4 alpha (HNF4α), 4 = forkhead box 3a (FOX3A/HNF3γ), 5 = forkhead box P2 (FOXP2). Strong, mainly cytoplasmic immunoreactivity was found in dysplastic cells, whereas unaltered cells shown only weak positivity using the amphiregulin antibody (1). Epiregulin immunostaining showed a cytoplasmatic pattern of immunoreactivity in dysplastic cells (2). The FOX3A antibody (3) showed strong nuclear positivity in dysplastic cells, while unaltered transgenic cells were negative. The HNF4α antibody showed nuclear immunoreactivity (4). Nuclear positivity was also restricted to dysplastic cells with no staining in unaltered transgenic cells using the FOXP2 antibody (5).

## Discussion

This study aimed for a better understanding of the genetic events associated with dysplasia in a genetic model of lung cancer induced by overexpression of the c-Raf-1 kinase.

We aimed to determine the regulatory gene networks associated with dysplasia. This enabled identification of candidate genes specifically regulated at the edge of malignant transformation. Based on hierarchical gene cluster analysis and principal-component analysis we were able to distinguish the dysplastic cells from transgenic and non-transgenic lung tissue.

To further validate the microarray data, we employed qRT-PCR of selected genes, and confirmed by immunohistochemistry regulated proteins in dysplastic foci.

Notably, RT-PCR data is suggestive for the microarray to underestimate changes in the gene expression even though both methods supported the general directions of changes. An important finding of our study was that about 10% of the differentially expressed genes regulated by ≥2 fold are already known to be associated with lung cancer.

Specifically, in dysplasia genes coding for nucleic acid metabolism or cell cycle regulation were unchanged but two EGF-ligands, namely amphi- and epiregulin were highly significantly up-regulated. These ligands enable autocrine loops to foster undue EGF-signaling. 

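Cell cycle genes rose as a group in dysplasia. Of 32 measured, 27 rose, 1 fell and 4 did not pass the test against transgenic tissue, or 28 and 1 when adjusted over the list alone, with a median log2 change of 0.99 (camera, adjusted p = 5.59e-12, and adjusted p = 0.146 with an estimated correlation). Cks1b, a subunit of cyclin-dependent kinases, had a signal of 6883 ± 782 (SD, n = 5) in dysplasia, 2906 ± 218 in transgenic and 1920.1 ± 119 in non-transgenic tissue. Cyclin B2 (Ccnb2) rose 2.40-fold, the cytokinesis gene Cep55 3.16-fold and the phosphatase gene Cdkn3 3.14-fold over transgenic tissue (adjusted p of at most 3.32e-05, limma). Against non-transgenic tissue 30 of 32 rose and none fell, with Spc24 of the kinetochore at 4.73-fold and the mitotic kinase Pbk at 3.39-fold (median 1.30, adjusted p = 2.17e-12 by camera and adjusted p = 0.115 with an estimated correlation). Of the DNA replication genes 11 of 16 rose and none fell against transgenic tissue, or 12 when adjusted over the list alone (median 0.49, adjusted p = 0.00041 by camera and adjusted p = 0.197 with an estimated correlation). Mcm5 of the replicative helicase rose 1.72-fold and the DNA ligase Lig1 rose 1.48-fold. Against non-transgenic tissue 12 of 16 rose (median 0.67, adjusted p = 0.000713 by camera and adjusted p = 0.269 with an estimated correlation).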

Notably, Areg (amphiregulin) is a 252-amino acid transmembrane glycoprotein and consist of two major soluble forms of 78 and 84 amino acids, respectively. Areg was originally isolated from conditioned medium of the human breast carcinoma cell line MCF-7 and was found to be a heparin-binding growth factor. Areg promotes neoplastic growth in mammary epithelial cells, fibroblasts, and keratinocytes [29], [30] and was shown to function in an autocrine manner to drive the proliferation of malignantly transformed cells of colon, breast, cervix, prostate, and pancreas [31]. This ligand of the EGF tyrosine kinase is commonly over expressed in cancers of human colon, stomach, breast, and pancreas, in which the level of Areg correlates with tumor progression and poor patient survival [32], [33], [34], [35]. Notably, it was shown in patients with advanced non-small cell lung cancer that the survival time of amphiregulin-negative patients treated with gefitinib was significantly longer than that of amphiregulin-positive patients. Therefore, an increase in serum amphiregulin can be viewed as a predictor of resistance to gefitinib [36]. Moreover, Areg was also reported as an inhibitor of apoptosis in non-small cell lung cancer cell lines [37]. Our data indicate that Areg secreted from dysplastic cells are in an autocrine loop to foster malignant transformation.

A further growth factor strongly induced in dysplasia is Ereg (epiregulin). The gene codes for a transmembrane precursor before being proteolytically cleaved to release a 46-amino-acid activated protein [38]. Ereg is promiscuous, binds and activates the Egfr family member Erbb4 via heterodimeric interactions with Erbb2 [39]. Although Ereg expression is highly correlated with survival from bladder cancer [40], others suggest epiregulin to be important for pancreatic and prostate cancer development [41]. The strongest evidence for a role of epiregulin during tumorigenesis was obtained in Ki-ras-mediated signaling of colon cancer cells [42].

The fact that transformed cells grow faster than unaltered cells is also sustained by our data with regard to the number and strength of up-regulated genes affecting cellular growth. Specifically, the cell surface membrane proteins play an important role in the behaviour of cells to allow for communication with other cells, cell movement and migration, adherence to other cells or structures and recognition by the immune system. Alterations of the plasma membrane in malignant cells may thus be inferred from a variety of properties that characterize their growth and behaviour.

Our study is suggestive for changes in the glycosylation patterns and in cell surface glycolipids. Changes in glycosylation can include the presence of new carbohydrate structures that are not detected in the normal epithelial cells and/or short carbohydrate chains usually masked by larger epitopes. For example, we found St8sia6 to be up-regulated in dysplasia. 

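St8sia6 was measured by 2 further probe sets. On the brighter one the signal was 5858 ± 867 (SD, n = 5) in dysplasia, 642 ± 238 in transgenic and 104 ± 20.1 in non-transgenic tissue, or 9.13-fold and 56.5-fold (adjusted p = 5.59e-06 and 1.32e-09, limma). On the dimmer one it was 2925 ± 641 (SD, n = 5) in dysplasia, 249.8 ± 94.4 in transgenic and 66.2 ± 16.8 in non-transgenic tissue, or 11.7-fold and 44.2-fold (adjusted p = 3.75e-06 and 9.43e-09, limma). Transgenic over non-transgenic tissue rose 6.18-fold on the former (adjusted p = 0.00259, limma). On the latter the rise was 3.77-fold, with an adjusted p of 0.022 by limma or 0.118 with Xist as a covariate, 0.0767 without array 5 of each group, 0.0536 without non-transgenic 1, 0.0571 without non-transgenic 2, 0.0529 without non-transgenic 3, 0.0527 without non-transgenic 4, 0.0628 without transgenic 2 and 0.0744 without transgenic 3.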

St8sia6 (alpha-2,8-sialyltransferase VI) belongs to a family of sialyltransferases that synthesize sialylglycoconjugates. The most frequently described aberrant glycosylation in cancer cells include the synthesis of highly branched and heavily sialyted glycans [43]. Because of the negative electric charge of sialic acid at the terminal non-reducing end of glycoprotein oligosaccharides, it plays a key role in mediating biological recognition events, including those responsible for metastasis. 

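The galactosyltransferase gene B4galt6 is covered by 2 probe sets besides the brightest. On the brighter of the 2 the signal was 1464 ± 156 (SD, n = 5) in dysplasia, 325 ± 27.6 in transgenic and 233 ± 44.2 in non-transgenic tissue, with log2 changes of 2.01 and 2.42 (adjusted p = 5.66e-07 and 1.44e-07, limma). On the dimmer it was 287 ± 45.2 (SD, n = 5) in dysplasia, 59.1 ± 12.3 in transgenic and 43.2 ± 9.16 in non-transgenic tissue, with log2 changes of 1.62 and 1.85 (adjusted p = 3.65e-06 and 4.72e-07, limma). Between transgenic and non-transgenic tissue neither passed the test (adjusted p = 0.135 and 0.428, limma). The brightest passed it with a log2 change of 0.66 (adjusted p = 0.0355, limma), a call lost with Xist as a covariate (adjusted p = 0.223), with the array number as a block (adjusted p = 0.0597) and in 9 of the 10 fits with 1 array left out (adjusted p = 0.0501 to 0.113).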

Next, we found an overexpression of B4galt6 (UDP-GAL:Beta-GlcNAc Beta-1,4-Galactosyltransferase, polypeptide 6). This enzyme is involved in the production of GlcNAc (galactose beta-1,4-N-acetylglucosamine). GlcNAc is the first sugar residue to be linked to serine or threonine and serves as acceptor for the elongation with further GlcNAc molecules. The resulting branched structure may be elongated by the sequential addition of galactose, fucose and sialic acid [44].

Changes of the glycosylation pattern in dysplasia enables further variability in molecular assembly of membranes and offers a wide range of flexibility in response to cellular environment. Their detection on the cancer cell surface may provide useful diagnostic or prognostic information but until now is incompletely understood and therefore requires further elucidation.

Changes in the expression pattern of cell-adhesion molecules and components of intercellular junctions are related to loss of epithelial organization, proper cell layer and tissue polarity. 

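Chl1, a neural adhesion gene of the L1 family, had a signal of 424 ± 56.4 (SD, n = 5) in dysplasia, 34.4 ± 17.0 in transgenic and 13.9 ± 7.21 in non-transgenic tissue. It rose 12.3-fold over transgenic (log2 change 2.50, standard error 0.15, adjusted p = 1.05e-06, limma) and 30.5-fold over non-transgenic tissue (log2 change 2.89, standard error 0.12, adjusted p = 3.45e-08, limma). Both folds have signals near background as their base, so their size is not firm. The 2 unaltered tissues had an adjusted p of 0.278 (limma).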

With regard to adhesion molecules, we found up-regulation of Chl1 (cell adhesion molecule with homology to L1CAM), a member of the L1 gene family of neural cell adhesion molecules, and of several claudins as exemplified by the up-regulation of Cldn2 (claudin2), Cldn4 (claudin4), and Cldn8 (claudin8), which are important components of the tight junctions. Adhesion properties greatly impacts cell-to-cell interaction and growth of cancer cells.

In this regard, the cytoskeleton, which represents a complex of interconnected fibrillar elements, has been determined as an important factor in mediating adhesion-independent and dependent signalling. During morphogenesis, they determine cell shape and polarity, and promote stable cell-cell and cell-matrix adhesions through their interactions with cadherins and integrins, respectively. 

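Genes of the cytoskeleton went up and down in dysplasia. Of 22 measured, 9 rose, 4 fell and 9 did not pass the test against transgenic tissue, or 10 and 5 when adjusted over the list alone (median log2 change 0.04, adjusted p = 0.0952 by camera). Krt8, the keratin partner of Krt18 in simple epithelia, had a signal of 13835 ± 1332 (SD, n = 5) in dysplasia, 5311 ± 416 in transgenic and 4451 ± 342 in non-transgenic tissue (adjusted p = 3.32e-06, limma). Klc3, a kinesin light chain, rose 4.66-fold and Plek2, which acts on actin at the membrane, rose 3.67-fold. The smooth muscle myosin gene Myh11 fell by 0.85 on the log2 scale. Against non-transgenic tissue 10 rose and 6 fell, with the villin-like gene Vill at 4.93-fold (camera, adjusted p = 0.106). The set test passed the threshold at an adjusted p of 0.0455 without transgenic 1 against transgenic tissue and of 0.0462 with dim probe sets kept against non-transgenic tissue.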

Surprisingly, in dysplastic cells we did not identify regulation of genes involved in the cytoskeleton.

Instead, we identified changes in cell to cell communication. In our study Gjb3 (gap junction membrane channel protein beta 3) and Gjb4 (gap junction membrane channel protein beta 4) were significantly up-regulated. It was shown that the gap junctional intercellular communication is a form of cell–to-cell signalling thereby mediating the exchange of small molecules between neighbouring cells [45]. The regulation of connexins and gap junctions is a hallmark of carcinogenesis, while their induction in cancer cells leads to reversal of the cancer phenotype, induction of differentiation, and regulation of cell growth [46].

We also focused on genes coding for surfactant lipids in respiratory epithelium. Surfactant is a complex mixture of lipids and proteins that reduces surface tension at the air–liquid interface and prevents alveolar collapse during respiration. Four surfactant proteins (SP) with unique properties have been identified. SP-A and SP-D are relatively hydrophilic proteins and contribute to innate defence of the lung and surfactant homeostasis. SP-B and SP-C are hydrophobic proteins that enhance surface-active properties of surfactant phospholipid films [47]. 

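The 4 surfactant protein genes gave no call. They were among the brightest of the arrays, whose highest signals ran from 23408 to 41763, so a change hidden by saturation is not excluded. Sftpa1 had a signal of 25052 ± 4675 (SD, n = 5) in dysplasia, 23395 ± 4315 in transgenic and 22718 ± 3754 in non-transgenic tissue (log2 change 0.10 against transgenic tissue, standard error 0.15, adjusted p = 0.679, limma). The log2 change of Sftpb was 0.11 (standard error 0.20, adjusted p = 0.729, limma), that of Sftpc -0.11 (standard error 0.25, adjusted p = 0.798) and that of Sftpd 0.11 (standard error 0.21, adjusted p = 0.742). Against non-transgenic tissue the lowest adjusted p of the 4 was 0.206, that of Sftpb (limma). As a list they gave an adjusted p of 0.82 and 0.623 (camera). Of 13 alveolar type 2 cell markers 4 rose, 1 fell and 8 did not pass the test against transgenic tissue (camera, adjusted p = 0.117, or 0.0327 without transgenic 1). Etv5, a transcription factor of type 2 cells, rose 1.42-fold and the mucin gene Muc1 rose 1.48-fold. Against non-transgenic tissue 7 of 13 rose and none fell, among them Abca3, the lipid transporter of lamellar bodies, at 1.51-fold (camera, adjusted p = 0.0147, and adjusted p = 0.465 with an estimated correlation). The small changes of the surfactant genes turn in sign with single arrays: without dysplasia 1 they were -0.0061 for Sftpa1, -0.055 for Sftpb and -0.031 for Sftpd, and without transgenic 1 0.086 for Sftpc.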

In dysplastic epithelium we could not detect regulated genes coding for surfactant proteins. However, nearly all of the genes grouped under lipid metabolism that have been previously linked to transport and secretion of lipid were regulated. For example, Apoa1 (apolipoprotein A-I) is known to be the major protein moiety of high-density lipoprotein (HDL) and is mainly produced in the liver and the intestine but is also produced in vitro by some differentiated cell lines established from human colorectal tumors [48].

We found Apoa1 (apolipoprotein A-1), Adcyap1 (adenylate cyclase activating polypeptide 1), Ltb4dh (leukotriene B4 12-hydroxydehydrogenase), Fst (follistatin), Inhbb (inhibin beta-B), Clu (clusterin), Hnf4α (hepatic nuclear factor 4, alpha), Prokr1 (prokineticin receptor 1), Pla2g1b (phospholipase A2, group IB), Sult2b1 (sulfotransferase family, cytosolic, 2B, member 1), St8sia6 (ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6), Cyp1b1 (cytochrome P450, family 1, subfamily b, polypeptide 1) and the Pthlh (parathyroid hormone-like peptide) to be regulated with inferred roles in lipid metabolism.

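Ptgr1, the gene called Ltb4dh in the paper, had a signal of 7933 ± 1299 (SD, n = 5) in dysplasia, 1390.2 ± 281 in transgenic and 756 ± 121 in non-transgenic tissue, a 5.71-fold and 10.5-fold rise (adjusted p = 1.85e-06 and 4.29e-08, limma). Adcyap1, a neuropeptide gene, had 269 ± 73.2 (SD, n = 5) in dysplasia and 58.6 ± 24.7 in transgenic tissue on its brighter probe set, or 4.59-fold (adjusted p = 0.000183, limma). Its dimmer probe set had a ratio of 8.78 and was not tested with the others (adjusted p = 2.03e-05 with dim probe sets kept, limma). Follistatin (Fst), which binds activins, had 889.9 ± 129 (SD, n = 5) in dysplasia, 171 ± 22.4 in transgenic and 194 ± 36.8 in non-transgenic tissue, or 5.21-fold and 4.58-fold. The activin subunit gene Inhbb rose 3.62-fold and 4.22-fold. Clusterin (Clu) had 12187 ± 1796 in dysplasia on its dimmer probe set, a 4.46-fold rise over transgenic tissue, and rose 2.63-fold on its brighter one. Prokr1 rose 5.82-fold and 10.8-fold, and the phospholipase gene Pla2g1b 4.08-fold and 4.45-fold on the dimmer of 2 probe sets. Cyp1b1, a cytochrome of xenobiotic and steroid metabolism, had 719 ± 219 (SD, n = 5) in dysplasia, 111 ± 34.1 in transgenic and 74.0 ± 20.6 in non-transgenic tissue, or 6.50-fold and 9.71-fold. Every gene named here had an adjusted p of at most 0.000183 by limma in each dysplasia comparison. In transgenic over non-transgenic tissue 3 of 12 lipid genes named by the paper rose, or 6 when adjusted over the list alone (camera, adjusted p = 6.32e-07, and adjusted p = 0.0138 with an estimated correlation).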

For example, Adcyap1 (adenylate cyclase activating polypeptide 1) is a member of the secretin/glucagons/vasoactive intestinal peptide (VIP) family of peptides. It has been localized by immunohistochemistry to the central nervous system, digestive tract and was shown to exhibit a variety of biological activities. It is involved in synthesis of sulfatides, glycolipid, sphingolipid and plays a role in the accumulation of estrogen and progesterone. It was also reported that Adcyap1 can regulate the proliferation and differentiation [49] and was shown to be overexpressed in neuroblastoma [50] and breast cancer [51]. Likewise, Ltb4dh (leukotriene B4 12-hydroxydehydrogenase) catalyzes the conversation of leukotriene B(4) into 12-oxo-leukotriene B(4) and is involved in reduction of 15-keto prostaglandin E1 and prostaglandin. It could be shown that Ltb4dh was overexpressed in Ta urothelial cell carcinoma [52]. 

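The gene of parathyroid hormone-like peptide (Pthlh), known from the hypercalcemia of cancer, had a signal of 615 ± 126 (SD, n = 5) in dysplasia, 49.2 ± 14.1 in transgenic and 43.7 ± 9.45 in non-transgenic tissue. It rose 12.5-fold over transgenic (log2 change 2.74, standard error 0.15, adjusted p = 7.98e-07, limma) and 14.1-fold over non-transgenic tissue (log2 change 2.81, standard error 0.13, adjusted p = 8.71e-08, limma). Transgenic and non-transgenic tissue differed by less than the test can call (log2 change 0.08, adjusted p = 0.885, limma).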

We also observed Pthlh (parathyroid hormone-like peptide) to be induced in dysplasia. This protein is responsible for most cases of humoral hypercalcemia of malignancy. Pthlh expression in tumor samples has also been correlated with poor prognosis in breast cancer [53], renal carcinoma [54] and colorectal tumors [55].

Because cellular growth and differentiation is depended on highly co-ordinated transcriptional networks we also searched for master regulatory proteins of respiratory epithelium. Notably, morphogenesis and branching of respiratory epithelium depends on the timely expression and activity of transcription factors. Dynamic changes in transcriptional activation of lung-specific genes are required to get an appropriate positioning of respiratory epithelial cells with the mesenchyme-derived endothelial cells. If this critical process is disturbed, this can lead to malignancy [56]. Transcription factors involved in differentiation of pulmonary epithelium includes HNF3B (hepatocyte nuclear factor 3 beta also termed Foxa2) [57], Ttf1 (transcription termination factor, RNA polymerase I) [58], Foxf1 (forkhead box F1a) [59], Gata6 (GATA binding protein 6) [60] and Gata5 (GATA binding protein 5) [61].

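Transcription factors of lung development went in both directions. Foxa2 had a signal of 4110.4 ± 1273 (SD, n = 5) in dysplasia, 2136 ± 734 in transgenic and 1934 ± 776 in non-transgenic tissue, a log2 change of 0.94 against transgenic tissue (standard error 0.23, adjusted p = 0.0084, limma). Gata6 rose 1.80-fold (adjusted p = 0.0101, limma). Foxf1, a factor of lung mesenchyme, had 2158 ± 533 (SD, n = 5) in dysplasia, 7499 ± 1968 in transgenic and 8576 ± 1829 in non-transgenic tissue and fell by 1.77 on the log2 scale (standard error 0.20, adjusted p = 5.52e-05, limma). Gata5 fell by 0.83 on the log2 scale (adjusted p = 0.000346, limma). The gene that encodes TTF-1, Nkx2-1, was below the signal limit, with 93.8 ± 32.9 (SD, n = 5) in dysplasia, 94.6 ± 11.4 in transgenic and 99.6 ± 28.9 in non-transgenic tissue. Its namesake Ttf1, which acts in ribosomal transcription, had a log2 change of -0.02 (adjusted p = 0.924, limma). Of the 5 tested factors that the paper names, counting Ttf1, 2 rose, 2 fell and 1 did not pass the test in both dysplasia comparisons (camera, adjusted p = 0.763 and 0.623). Foxa1, a relative of Foxa2, rose 1.72-fold over transgenic and 1.84-fold over non-transgenic tissue (adjusted p = 0.000209 and 3.05e-05, limma).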

In our study some of these transcription factors were highly significantly regulated in dysplasia i.e. Hnf4α, Foxa3 and Foxp2. Notably, Hnf4α (hepatocyte nuclear factor 4 alpha), a member of the steroid/thyroid hormone receptor superfamily is a transcriptional activator [62] whose ligand has been identified as tightly bound endogenous fatty acids [63]. We found Hnf4α to be highly significantly induced (12.8-fold). 

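Against non-transgenic tissue, at 28.5 ± 25.7 (SD, n = 5), the nuclear receptor Hnf4a rose 18.7-fold in dysplasia (log2 change 2.93, standard error 0.21, adjusted p = 1.29e-06, limma), a ratio of 29.1 without non-transgenic 1. This fold has a signal near background as its base, so its size is not firm. Every dysplasia array was above every array of the other groups. Transgenic and non-transgenic tissue had a log2 change of 0.23 (standard error 0.24, adjusted p = 0.774, limma).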

Hnf4α regulates constitutive expression of a large number of target genes encoding enzymes, transporters and other nuclear receptors.

Among the genes regulated by HNF4α we found at least 11 target genes up-regulated in dysplasia i.e. Arg2 (arginase type 2), Apoa1 (apoliporotein A1), Cyp1b1 (cytochrome P450, family 1, subfamily B, polypeptide 1), Cldn2 (claudin 2), Fetub (fetuin beta), Gpx2 (glutathione peroxidase 2), Gsta4 (glutathione S-transferase A4), Gpc6 (glypican 6), Hpn (hepsin), Orm1 (orosomucoid 1) and Lad1 (ladinin1) [64], therefore providing an important link between induction of this transcription factor and up-regulation of target genes.

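All 11 targets of HNF4A named by the paper rose against transgenic (median log2 change 2.46, adjusted p = 3.69e-12 by camera and adjusted p = 0.0559 with an estimated correlation) and non-transgenic tissue (median 2.96, adjusted p = 4.88e-11 by camera and adjusted p = 0.0531 with an estimated correlation). Gpx2, a glutathione peroxidase of gut epithelium, had a signal of 782 ± 84.8 (SD, n = 5) in dysplasia, 165 ± 29.5 in transgenic and 184 ± 60.6 in non-transgenic tissue, or 4.74-fold and 4.26-fold. The protease gene hepsin (Hpn) had 1271 ± 154 (SD, n = 5) in dysplasia, 250.0 ± 59.9 in transgenic and 146 ± 28.8 in non-transgenic tissue, or 5.08-fold and 8.70-fold. Ladinin 1 (Lad1), of the basement membrane, had 1671 ± 286 (SD, n = 5) in dysplasia, 231 ± 39.3 in transgenic and 104 ± 25.8 in non-transgenic tissue, or 7.23-fold and 16.0-fold. For these genes the adjusted p was at most 6.47e-06 by limma. The list was chosen by the study on these samples and is not independent evidence of its direction, and binding of HNF4A was not measured on these arrays. In transgenic over non-transgenic tissue 4 of 11 rose, or 8 when adjusted over the list alone (median 0.60, adjusted p = 2.51e-10 by camera and adjusted p = 0.0473 with an estimated correlation).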

Likewise, we found Foxa3 (forkhead box A3) to be induced 7.5-fold. This protein belongs to a group of endoderm-related developmental factors that are members of the forkhead box (Fox) superfamily of transcription factors. They were first discovered by their ability to bind to promoters of liver specific genes encoding α1-antitrypsin and transthyretin [65]. 

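The forkhead factor Foxa3 had 29.4 ± 8.12 (SD, n = 5) in non-transgenic tissue, over which dysplasia rose 12.3-fold (log2 change 2.37, standard error 0.12, adjusted p = 1.44e-07, limma). Its log2 change against transgenic tissue was 2.06 (standard error 0.13). Transgenic and non-transgenic tissue had an adjusted p of 0.29 (limma). The 12.3-fold rise has a signal near background as its base, so its size is not firm.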

Foxa genes are regulated in early mouse embryo development [66] and are responsible, at least in part, for metabolic regulation. Mice that lack Foxa3 display an increase in the mRNA levels of various serum proteins and glycolytic enzymes and show a low serum glucagon level [67].

We also found Foxp2 (forkhead box P2) to be up-regulated 4.5-fold. This protein is a member of the new subfamily of winged-helix/forkhead DNA binding domain transcription factor. It could be shown that Foxp2 are expressed in the lung restricted to the distal epithelium and may regulate lung epithelial-specific gene transcription during embryonic development [68]. 

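Foxp2 was measured by 2 more probe sets. On the brighter one the signal was 1658 ± 477 (SD, n = 5) in dysplasia, 327 ± 135 in transgenic and 234 ± 93.1 in non-transgenic tissue, or 5.07-fold and 7.10-fold (adjusted p = 6.3e-05 and 8.71e-06, limma). On the dimmer one it was 1233 ± 251 (SD, n = 5) in dysplasia, 295 ± 51.9 in transgenic and 235 ± 26.6 in non-transgenic tissue, or 4.18-fold and 5.24-fold (adjusted p = 9.74e-06 and 9.07e-07, limma). The brightest of all 3 rose 6.80-fold over non-transgenic tissue (adjusted p = 7.89e-08, limma). In transgenic over non-transgenic tissue its adjusted p was 0.0694 (limma), or 0.0399 after quantile normalization, 0.0383 with the array number as a block and 0.0305 without transgenic 1.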

Foxp2 has been characterized as a transcriptional repressor. All the known Fox genes that were implicated in regulating lung expression were characterized as transcriptional activators [26]. This finding suggests that Foxp2 plays a role in the balance of transcriptional activation and repression that is involved in regulating epithelial cell identity and development of the lung. These processes are also crucial for the transdifferentiation of alveolar type I to type II epithelial cells, which are responsible for gas exchange and surfactant protein expression essential for lung function.

Additionally, we have confirmed the up-regulation of Areg, Ereg, Hnf4α, Foxa3 and Foxp2 by immunohistochemical staining. The immunostaining showed a distinct pattern of immunoreactivity in dysplastic cells with no staining in unaltered transgenic cells. For example, immunohistochemical staining of Areg showed a cytoplasmic immunoreactivity in dysplastic cells but not each cell expressed this molecule equally strong.

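Transcripts known to follow the activity of the MAPK pathway rose in dysplasia. Etv4, an ETS factor, had a signal of 313 ± 24.0 (SD, n = 5) in dysplasia, 8.89 ± 2.74 in transgenic and 5.94 ± 0.980 in non-transgenic tissue (log2 change 2.62 against transgenic tissue, standard error 0.083, adjusted p = 6.81e-08, limma). Myc rose 2.66-fold, Spred1, an inhibitor of the pathway, rose 2.36-fold, and Ier3 fell by 1.17 on the log2 scale. Of 17 measured output genes, 13 rose, 1 fell and 3 did not pass the test, or 14 and 1 when adjusted over the list alone (median 1.06, adjusted p = 8.31e-07 by camera and adjusted p = 0.0559 with an estimated correlation). Against non-transgenic tissue 13 rose and 1 fell, with Phlda1 at 2.51-fold (camera, adjusted p = 2.88e-05, and adjusted p = 0.0531 with an estimated correlation). The genes of the cascade itself gave 4 rises and 0 falls among 10 against transgenic tissue (camera, adjusted p = 0.13), with the p38 kinase Mapk13 at 3.39-fold and Map2k1, which encodes MEK1, at 1.64-fold. The least firm of the 4 was Map2k2, with a log2 change of 0.28 and an adjusted p of 0.0472 (limma), or 0.0507 with an offset of 16 and 0.0535 to 0.113 without any 1 of 8 arrays. Against non-transgenic tissue the cascade list gave 5 rises and 1 fall (camera, adjusted p = 0.115, or 0.0466 with dim probe sets kept). Enzymes of nucleotide metabolism rose in 10 of 20 and fell in 2 against transgenic tissue (median 0.34, adjusted p = 0.00879 by camera and adjusted p = 0.249 with an estimated correlation). Thymidine kinase (Tk1) rose from 142 ± 40.6 to 369 ± 52.4 (SD, n = 5), Shmt1 rose 3.49-fold, and Impdh1 of guanine synthesis fell by 1.64 on the log2 scale. Against non-transgenic tissue 12 rose and 1 fell (camera, adjusted p = 0.0147, or 0.118 with the most variable probe set per gene; adjusted p = 0.281 with an estimated correlation).

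**Figure D4:**
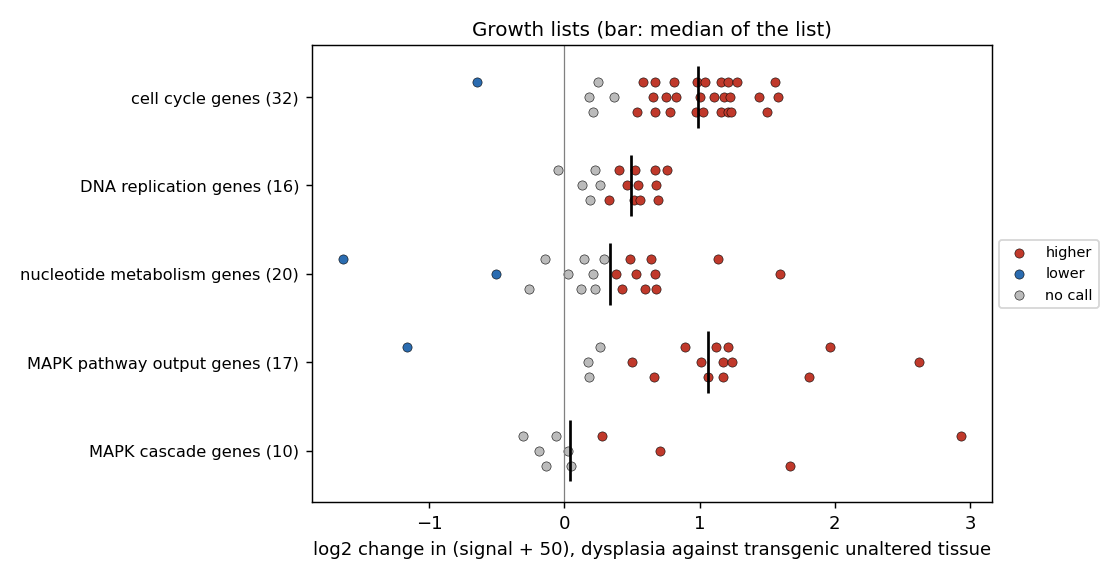
Log2 change of the signal in dysplasia against transgenic unaltered tissue for genes of the cell cycle, DNA replication, nucleotide metabolism, MAPK pathway output and MAPK cascade; each dot is 1 gene, red higher, blue lower and grey without a call, the bar is the list median, and the number of measured genes stands in parentheses. The medians run from 0.04 for the MAPK cascade to 1.06 for the MAPK pathway output.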

In dysplasia, however, we could not evidence altered transcriptional networks of the MAPK pathway and we did not observe regulated genes coding for cell cycle or nucleotide metabolism. Both processes are highly active in tumor cells but do not play a big role in dysplastic cells prior to malignant transformation. In this context we found two EGF ligands, Areg and Ereg to be specifically up-regulated in dysplasia. 

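Further ligands of the EGF receptor family were higher in dysplasia. Betacellulin (Btc) had a signal of 417 ± 45.0 (SD, n = 5) in dysplasia and 128 ± 17.9 in transgenic tissue (log2 change 1.39, standard error 0.10, adjusted p = 4.57e-06, limma). TGF alpha (Tgfa) rose 2.06-fold over transgenic and 2.16-fold over non-transgenic tissue (adjusted p = 4.01e-05 and 9.6e-06, limma). Hbegf rose 2.36-fold over transgenic tissue (adjusted p = 0.0393, limma), which was 0.0562 in a fit of all 3 groups, 0.0681 with dim probe sets kept, 0.0902 without dysplasia 1, 0.0869 without dysplasia 2, 0.056 without dysplasia 4, 0.0896 without transgenic 3, 0.0803 without transgenic 4 and 0.0905 without transgenic 5. Among the receptors Egfr fell, with 196 ± 28.2 (SD, n = 5) in dysplasia, 553 ± 97.2 in transgenic and 648 ± 82.3 in non-transgenic tissue (log2 change -1.28 against transgenic tissue, adjusted p = 2.51e-05, limma). Erbb2 and Erbb3 rose 2.32-fold and 2.31-fold (adjusted p = 1.78e-05 and 1.21e-05, limma), and Erbb4 was below the signal limit at 10.3 ± 6.62 in dysplasia. The 3 tested receptors did not move together as a list (camera, adjusted p = 0.297 against transgenic and 0.36 against non-transgenic tissue).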

While amphiregulin binds exclusively to EGFR epiregulin binds to HER4 and mediates aberrant activation of this receptor. Indeed, exaggerated EGF tyrosine kinase activity is a probable cause for lung cancer. We now evidence de novo expression of two ligands of EGFR in dysplasia that are frequently over expressed in cancers. 

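Epcam, an adhesion molecule of epithelia, had a signal of 7515 ± 919.9 (SD, n = 5) in dysplasia, 2465 ± 277 in transgenic and 1563 ± 139.7 in non-transgenic tissue. It rose 3.05-fold over transgenic (log2 change 1.59, standard error 0.11, adjusted p = 3.32e-06, limma) and 4.81-fold over non-transgenic tissue (adjusted p = 8.71e-08, limma). Cd44, a hyaluronan receptor, had 10019 ± 1158 (SD, n = 5) in dysplasia, 7553 ± 1077 in transgenic and 5914 ± 611 in non-transgenic tissue, a log2 change of 0.41 (standard error 0.12, adjusted p = 0.0241, limma) and 0.75 (standard error 0.11, adjusted p = 0.000183, limma). Prom1, which encodes CD133, had 667 ± 185 (SD, n = 5) in dysplasia, 1073 ± 99.4 in transgenic and 931 ± 155 in non-transgenic tissue and fell by 0.68 on the log2 scale against transgenic (adjusted p = 0.00598, limma) and by 0.47 against non-transgenic tissue (adjusted p = 0.0439, limma). As a list these 3 genes, which the paper names, did not pass the set test (camera, adjusted p = 0.312 and 0.144). The rise of Cd44 over transgenic tissue had an adjusted p of 0.0836 without array 5 of each group, 0.0595 with each array scaled to the same total, 0.103 after quantile normalization, 0.0545 without dysplasia 2, 0.061 without dysplasia 3 and 0.0581 without transgenic 5. The fall of Prom1 against non-transgenic tissue had 0.155 with Xist as a covariate, 0.0565 with the actin ratio as a covariate, 0.182 without array 5 of each group, 0.0672 with dim probe sets kept, 0.0606 after quantile normalization, 0.0796 without dysplasia 1, 0.0939 without dysplasia 2, 0.0618 without dysplasia 3, 0.0953 without dysplasia 5, 0.0786 without non-transgenic 1, 0.0874 without non-transgenic 4 and 0.0977 without non-transgenic 5.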

We did, however, not observe increased transcript expression of the cancer stem cell markers CD44, CD133 and the epithelial cell adhesion molecule EpCAM. This may support the notion that dysplasia is a facultative cancer where additional events need to occur that enable malignant transformation. Taken collectively, the whole genome expression data provided important information in the multistage process of lung cancer. Our study revealed interesting novel candidate genes and pathways that dissected the programme of respiratory epithelium from transgenic into dysplasia and eventually lung cancer. In the second part of our study we report the additional genetic events that take place from dysplasia to malignantly transformed cells and thus provide a molecular rational for the multistage process in lung cancer.

## Materials and Methods

### SP-C/c-raf model

Animals were kept according to the Public Health Service Policy on Humane Care and Use of Laboratory Animals and SP-C/c-raf transgenic mice were obtained from the laboratory of Prof. Ulf Rapp (University of Würzburg, Germany), who bred the mice in the C57BL/6/DBA/2 hybrid background. We kept the SP-C/c-raf transgenic mice in the C57BL/6 background for at least five generations.

Lung samples were derived from 5 SP-C/c-raf mice (aged 5–10 months); dysplastic and unaltered lung tissue were always isolated from the same dysplasia-bearing transgenic mouse (aged 5–7 months). Endogenous normal lung tissue was studied of 5 non-transgenic mice (aged 7–10 months). The non-transgenic littermates (wild-type) served as control for transgenic effects.

Mice were sacrificed and the lung tissues were immediately frozen on dry ice and stored at −80°C until further analysis.

The histopathological diagnosis was based on routinely processed hematoxylin-eosin stains.

### Microdissection (LMPC – Laser Microbeam Microdissection and Laser Pressure Catapulting)

From each frozen lung tissue 10-µm thick sections were prepared and transferred on polyethylene napthalate foil-covered slides (Zeiss, P.A.L.M. Microlaser Technologies GmbH, Bernried, Germany).

The sections were fixed in methanol/acetic acid and stained in hematoxylin. The desired cells were microdissected using the PALM MicroLaser systems (Zeiss, P.A.L.M. Microlaser Technologies GmbH, Bernried, Germany) and collected in an adhesive cap (Zeiss, P.A.L.M. Microlaser Technologies GmbH, Bernried, Germany). Microdissected cells were resuspended in a guanidine isothiocyanate-containing buffer (RLT buffer from RNeasy MikroKit, Qiagen, Santa Clarita, CA, USA) with 10 µl/ml β-mercaptoethanol to ensure isolation of intact RNA. Approximately an area of 6×10^6^ µm^2^ were pooled from a specific layer of interest in the same animal and used for RNA extraction.

Following microdissection, total RNA-extraction was performed with the RNeasy Micro Kit (RNeasy MicroKit Qiagen, Santa Clarita, CA, USA) according to the manufacturer's instruction. A standard quality control of the total RNA was performed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, USA).

### cRNA labeling and hybridization to microarrays

Total RNA (median: 175 ng; range: 150–200 ng) was used to generate biotin-labeled cRNA (10 µg) by means of Message Amp aRNA Premium Amplification Kit (Ambion, Austin, TX). Quality control of cRNA was performed using a bioanalyzer (Agilent 2001 Biosizing, Agilent Technologies). Following fragmentation, labeled cRNA of each sample was hybridized to Affymetrix GeneChip® Mouse Genome 430 2.0 Arrays covering over 34.000 genes and stained according to the manufacturer's instructions.

### Quantification, normalization and statistical analysis

Array data was normalized using scaling or per-chip normalization to adjust the total or average intensity of each array to be approximately the same.

Microarray chips were analyzed by the GCOS (GeneChip Operating Software) from Affymetrix with the default settings except that the target signal was set to 500 and used to generate a microarray quality control and data report. CEL files exported from GCOS were uploaded into ArrayTrack software (National Center for Toxicological Research, U.S. FDA, Jefferson, AR, USA (NCTR/FDA)) and normalized using Total Intensity Normalization after subtracting backgrounds for data management and analysis. ArrayTrack software includes some tools common to other bioinformatics software (e.g., ANOVA, T-test and SAM).

### SAM

To compare the normalized data from dysplasia, normal lung tissue from transgenic mouse, tumor cells and non-transgenic of different mice, we used the Significance Analysis of Microarrays (SAM) algorithm (ArrayTrack), which contains a sliding scale for false discovery rate (FDR) of significantly up- and down-regulated genes [69]. All data were permuted 100 cycles by using the two classes, unpaired data mode of the algorithm. As cut-off for significance an estimated FDR of 0.001 was chosen. Moreover, a cut-off for fold-change of differential expression of 2 was used. The full description of the extraction protocol, labeling and hybridization protocol and data processing is obtainable in the GEO DATA base under http://www.ncbi.nlm.nih.gov/geo/ [accession number GSE13963].

### Principal component analysis (PCA) and hierarchical gene cluster analysis (HCA)

Two clustering approaches were used to determine components of variation in the data in this study as follows.

- Principal-component analysis (PCA) that was used to obtain a simplified visualization of entire datasets. PCA is a useful linear approach to obtain a simplified visualization of entire datasets, without losing experimental information (variance). PCA allowed the dimension of complex data to be reduced and highlights the most relevant features of a given dataset to be highlighted.
- Hierarchical gene clustering (HCA) where the data points were organized in a phylogenetic tree in which the branch lengths represent the degree of similarity between the values. HCA were conducted using the ward's minimum variance linkage clustering algorithm within ArrayTrack. After normalisation and SAM analysis a total of 2909 significant genes were used for hierarchical clustering.

### Functional analysis of the significant genes with IPA

Lists of significantly differentially expressed genes were uploaded to Ingenuity Pathways Analysis (IPA, Ingenuity Systems Inc., Redwood City, CA, USA) (www.Ingenuity.com) and functional annotation and pathway analysis was performed. IPA is a commercial, web-based interface that uses a variety of computational algorithms to identify and establish cellular networks that statistically fit the input gene list and expression values from experiments. The analysis uses a database of gene interactions culled from literature and updated every quarter of the year.

Additionally, Venn diagrams were used to examine the overlap of resulting lists of genes differentially expressed between the different sample sets.

### Quantitative real-time PCR

Corroboration of RNA expression data was performed by realtime PCR using the ABI PRISM 7500 Sequence Detection System Instrument (Applied Biosystems, Applera Deutschland GmbH, Darmstadt, Germany). Total RNA (200 ng) underwent reverse transcription using an Omniscript RT Kit (Qiagen, Santa Clarita, CA, USA) according to the manufacturer's instruction. PCR reactions were performed according to the instructions of the manufacturer using commercially available assays-on-demand (Applied Biosystems, Applera Deutschland GmbH, Darmstadt, Germany). CT values were calculated by the ABI PRISM software and relative gene expression levels were expressed as the difference in CT values of the target gene and the control gene Actin beta.

### Immunohistochemistry

Each tumor section (8 µm in thickness) was deparaffinized in roti-histol for 2 times 8 minutes, these were dehydrogenated by means of a descending alcohol row. The following incubation steps were accomplished: 2 times 3 minutes in 96% ethanol, 2 times 2 minutes in 70% Ethanol, and 2 minutes in Aqua dest. The pre-treated slices were heated in a autoclave for 15 min in citrate buffer submitted of an antigen retrieval before the colouring first. For blocking endogenous peroxidase activity the slices covered for 30 minutes with 3% hydrogen peroxide/Methanol peroxidase blocking solution. After a wash step, the slices were incubated with the primary polyclonal anti-body against AREG, EREG, HNF4α, FOXA3 and FOXP2 (Santa Cruz, Santa Cruz Biotechnologys Inc., CA, USA) for 45 minutes. After washing, a streptavidin horseradish peroxidase detection kit (Envision DAKO, Hamburg, Germany) containing 3,3′-diaminobenzidine solution as substrate was used for immunohistochemical staining according to the manufacturer's instructions. Harris Hämatoxylin was used as the counterstaining.

The specificity of the immunostaining was confirmed by negative control staining using mouse nonimmune immunoglobulin G instead of the primary antibody.

## Supporting Information

Table S1 List of genes with changed expressions that are significantly overexpressed in dysplasia versus non-altered transgenic mice: 120 significantly regulated genes. This table shows the RefSeq transcript IDs, Unigene IDs, gene titles, gene symbols, and fold changes of the significantly regulated genes.

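Each of the 120 probe sets of this table was matched to the deposited signals, and they name 99 genes. The ratio of the 5 dysplasia to the 5 transgenic means was within 1% of the paper's fold for all 120. In dysplasia every one was higher, with folds in the paper from 3.62 to 47.45. The groups of arrays did not overlap at any of the 120, which the paper selected on these arrays. A mean signal above 100 was reached by 113, and all of these 113 passed the thresholds of the paper by limma. The other 7 stayed untested, among them Gja3. SAM without offset or signal limit, chosen after the values were seen, called 117 of the 120.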

(0.18 MB DOC) Click here for additional data file.

Table S2 List of genes with changed expressions that are significantly over- or under-expressed in dysplasia versus non-transgenic mice: 287 significantly regulated genes. This table shows the RefSeq transcript IDs, Unigene IDs, gene titles, gene symbols, and fold changes of the significantly regulated genes.

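Of the 287 probe sets listed, which name 241 genes, the ratio of mean signals was within 1% of the paper's fold for 244. The deposited signals gave 234 higher and 53 lower in dysplasia than in non-transgenic tissue, with rises in the paper from 3.84 to 1160.72, and no overlap of the groups at any of the 287, which the paper selected on these arrays. A mean signal above 100 was reached by 279, all of which passed the thresholds of the paper by limma. The adhesion gene Epcam is one of the entries of this list. SAM without offset or signal limit, chosen after the values were seen, called 209 of the 287.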

(0.41 MB DOC) Click here for additional data file.

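For the 18 probe sets that the paper reports between unaltered transgenic and non-transgenic tissue, which name 17 genes, the ratio of mean signals was within 1% of the paper's fold for 16. The rises ran from 2.28 for Tprn to 39.13 for Ereg in the paper. The groups did not overlap at any of the 18, which the paper selected on these arrays. A mean signal above 100 was reached by 13, all with an adjusted p under 0.05 by limma, and 9 of these passed the thresholds of the paper. SAM without offset or signal limit, chosen after the values were seen, called 0 of the 18, and at an adjusted p under 0.05 it called 26 probe sets of all in this comparison. The 5 transgenic arrays are of mostly male and younger mice and the 5 non-transgenic arrays of mostly female and older mice.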

Table S3 List of genes with changed expressions that are significantly over- or under-expressed in unaltered transgenic versus non-transgenic mice: 18 significantly regulated genes. This table shows the RefSeq transcript IDs, Unigene IDs, gene titles, gene symbols, and fold changes of the significantly regulated genes.
(0.04 MB DOC) Click here for additional data file.

Figure S1 Ingenuity - Canonical Pathways. This figure shows the canonical pathways which were overrepresented in the group of significantly regulated genes in dysplasia versus transgenic mice.
(2.13 MB DOC) Click here for additional data file.

Figure S2 Quantitative real-time PCR. Real-time PCR curves of eight genes assessed by Taqman technology as well as of the reference gene ACTB of a representative experiment are shown. The differences of the Ct values of target and ACTB (deltaCT) are indicated. The smaller the deltaCT, the higher the relative expression level of the target mRNA.
(6.75 MB DOC) Click here for additional data file.

Figure S3 Quantitative real-time PCR.
(6.60 MB DOC) Click here for additional data file.

# Supplementary material for: Molecular Characterization of Lung Dysplasia Induced by c-Raf-1
**Source:** PLoS One. 2009 May 20;4(5):e5637. doi: 10.1371/journal.pone.0005637
**Supplement:** Table S3 — List of genes with changed expressions that are significantly over- or under-expressed in unaltered transgenic versus non-transgenic mice: 18 significantly regulated genes. This table shows the RefSeq transcript IDs, Unigene IDs, gene titles, gene symbols, and fold changes of the significantly regulated genes. (0.04 MB DOC)

| **Genename** | **Gene Title** | **Fold Change** | **Gen_id_mfr** | **RefSeqTranscript ID** |
| --- | --- | --- | --- | --- |
| Ereg | epiregulin | 39,13 | 1419431_at | NM_007950 |
| Cyp4a12 | cytochrome P450, family 4, subfamily a, polypeptide 12 | 27,16 | 1424352_at | NM_177406 |
| Dlk1 | delta-like 1 homolog (Drosophila) | 18,61 | 1449939_s_at | NM_010052 |
| Gja3 | gap junction protein, alpha-3 | 16,27 | 1439793_at | --- |
| 1810036H07Rik | RIKEN cDNA 1810036H07 gene | 9,04 | 1453132_a_at | NM_025467 |
| P2rx2 | purinergic receptor P2X, ligand-gated ion channel, 2 | 8,37 | 1435212_at | NM_170682 |
| 1110014F24Rik | RIKEN cDNA 1110014F24 gene | 7,57 | 1428781_at | NM_028618 |
| Rhbdl2 | rhomboid-like 2 | 7,11 | 1442819_at | --- |
| St8sia6 | ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6 | 6,18 | 1456440_s_at | --- |
| Cd177 | RIKEN cDNA 1190003K14 gene | 5,57 | 1424509_at | NM_026862 |
| St8sia6 | ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6 | 5,34 | 1456147_at | --- |
| Fetub | fetuin beta | 5,19 | 1449555_a_at | NM_021564 |
| Mfsd2 | major facilitator superfamily domain containing 2 | 3,88 | 1428223_at | NM_032793 |
| Lrg1 | hypothetical protein | 3,23 | 1417290_at | NM_029796 |
| BC024561 | cDNA sequence BC024561 | 2,91 | 1451610_at | NM_153576 |
| C430004E15Rik | RIKEN cDNA C430004E15 gene | 2,28 | 1426809_at | NM_175286 |
| 9330184L24Rik | 9330184L24Rik RIKEN cDNA 9330184L24 gene | 0,12 | 1441550_at | --- |
| 5033428C03Rik | 5033428C03Rik RIKEN cDNA 5033428C03 gene | 0,08 | 1454381_at | --- |

How the deposited data were processed for this re-analysis (not part of the article)

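Transcripts were measured on Affymetrix mouse genome arrays with 45101 probe sets. The 15 arrays hold 5 dysplasia samples, 5 samples of transgenic unaltered lung and 5 of non-transgenic lung, each laser-microdissected and hybridised to an array of its own. The authors made the intensity values before they were deposited: GCOS gave 1 signal per probe set and scaled each array to a target of 500, as their methods state, and the version of GCOS is not given in the sources used here. The deposited signal was used as it is, on its linear scale. It was checked that the mean after trimming 2% of the values at each end is 500.0 on every array, and that 0 values are missing. The methods also describe a Total Intensity Normalization in ArrayTrack for the tests of the study, which starts from the raw array scans and is not part of these values. Detection calls were not used here. Raw scans and the qRT-PCR values were not analysed here.

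After 64 control probe sets were left out, 45037 remained, and the annotation of the array gave 34945 of them 1 gene symbol, 932 several and 9160 none. Of the single symbols 34741 matched the current mouse gene table, which was used for names only. Areg and Pthlh were named from the supplementary tables of the paper, and results of some genes are not reported here. Probe sets with a mean signal above 100 over the 15 arrays were tested, the intensity limit given for Fig. 4, which kept 21658 probe sets of 11603 genes. Signals below that limit lie near the background of the arrays, so the size of any fold over such a base is not firm. The number of arrays limits the precision of every value. Of 54 genes that the text of the paper names, 49 have a tested probe set.

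Dysplasia was compared with transgenic, dysplasia with non-transgenic and transgenic with non-transgenic tissue. Each comparison used its own 10 arrays, unpaired as in the setting of the methods. The log2 of the signal plus 50 was fitted with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. For the thresholds of the paper an adjusted p of at most 0.001 and a ratio of group means of at least 2 were asked for, and at the looser limit an adjusted p of at most 0.1. Gene groups were 50 lists, of which 7 hold genes chosen by the study. Each list was tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with the brightest tested probe set per gene. Of the lists, 48 had enough measured genes for this test. The fit, its main settings, the lists, the rule for named genes and most of the alternatives were fixed before the data were examined. The rule names every gene that the text of the paper names, whose values in the supplementary tables had been seen. For each comparison it adds the 10 largest rises and the 10 largest falls on the log2 scale among called probe sets of 1 gene whose groups do not overlap. It also adds up to 4 members of each list with the smallest p.

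Arrays of the 3 groups carry numbers from 1 to 5, and the methods state that dysplastic and unaltered tissue came from the same transgenic mice, without saying that a number marks a mouse. The deviations of the arrays from their group means were therefore correlated over the tested probe sets. Dysplasia and transgenic arrays of the same number had a mean correlation of 0.612, against -0.15 for different numbers (exact permutation test over 120 numberings, p = 0.00833, the smallest possible). Transgenic and non-transgenic arrays, which come from different mice, had 0.452 for the same number, and dysplasia and non-transgenic arrays 0.405, with -0.00366 for number 4 (exact permutation test, p = 0.0333 for each). All 10 dysplasia and transgenic arrays correlated best with their own number, against 5 and 4 of 10 in the pairs of groups from different mice, and sex agreed between them in the 4 numbers where it can be read on both. The same mouse therefore stays open as part of the link between these 2 groups. Number 4 is less clear, as dysplasia 4 carried Xist at 9674 beside Y-linked signal, while transgenic 4 was male with Xist at 85.0. Their correlation, 0.219, was the lowest of the 5 numbers. A fit with the array number as a block gave 10661, 10741 and 329 probe sets with an adjusted p under 0.05 in the 3 comparisons, against 7192, 9523 and 272 without it. Sex was read from Xist and Y-linked transcripts, and RNA integrity from the 5' to 3' signal ratio of actin.

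The alternatives fixed in advance changed the offset to 16 or to none with values below 1 set to 1, normalized between arrays by quantiles or to the same total signal, dropped the signal limit or raised it to 200, fitted all 3 groups together, used the array number as a block, moderated variances with a trend, replaced limma by SAM with 100 permutations, or left out 1 array at a time. For the lists they also took the most variable probe set per gene. Chosen after the data were seen were Xist as a covariate, the actin ratio as a covariate, array 5 of every group left out, and SAM on log2 values without offset or signal limit. SAM was programmed in R for this purpose. Up to 100 splits of the 10 arrays of each comparison were drawn to see how many calls other groupings give. The fit was tested on simulated data with 200 changed among 21658 probe sets. At a 2-fold change it recovered 71.6%, 77.6% and 67.2% in the 3 comparisons, and at a 4-fold change 97%, 93.9% and 92.4%. False calls were 6 of 147, 5 of 150 and 4 of 141, and of the lists the shifted one was called and 0 others. On the real arrays, other splits than the real one called a median of 9, 10 and 7 lists in the 3 comparisons. The simulated lists therefore do not show how often a list is called falsely on the real arrays.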

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

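Of the tests weighed here, the composition test of the first pattern and the rank and share test of the second were set in advance, and those of scaling, most specific transcripts, sex, mouse and RNA quality were chosen after the results were seen. The transcripts lower in dysplasia than in transgenic unaltered tissue, 3871 probe sets, are 1 pattern that a biologist may wish to follow. The scaling of the arrays is excluded as the whole cause, because 1 factor per array moves all probe sets alike. The log2 ratios of these had quartiles of -1.32 and -0.59, 2.59 times as far apart as their standard errors give. These probe sets were selected as lower, so that width cannot weigh a smaller part. Of them, 91% were still called lower after quantile normalization and 98% after scaling to the same total. This argues against scaling as the cause of those calls, and a smaller part in their size stays open. Fewer endothelial, mesenchymal and blood cells in the dissected foci is a candidate explanation: the median log2 change was -1.65 for endothelial markers (standard error 0.128), -0.842 for fibroblast and mesenchymal (0.384), -0.918 for smooth muscle (0.202), -0.865 for B cell (0.347) and -0.116 for T cell markers (0.0511). These standard errors are taken over the genes of a list, which move together (estimated correlations of 0.203 to 0.673), and not over mice. The log2 changes of the endothelial genes (-2.47 to -0.40) and of the T cell genes (-0.14 to 0.15) did not overlap. Over the genes listed this argues against 1 equal loss of all 5 types, while a test over mice was not run. The mesenchymal, smooth muscle and B cell medians lie close together. A lower expression within each cell type stays open and was not tested. Whether fewer of these cells also raised epithelial transcripts was not tested either.

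A second pattern is that 138 probe sets higher in dysplasia were already raised in transgenic over non-transgenic tissue, where independent lists would share 38.9, and 111 against 19.6 with different transgenic arrays in each comparison. If dysplastic cells lay within the unaltered samples, all transcripts of dysplasia would rise by 1 share: the 138 imply 10.9% to 35.6% (quartiles), for which they were selected, and the 95 probe sets over 10-fold above non-transgenic tissue 3.81% to 9.63%, with Gkn2 at 2.87% and Fgl1 at 39.4%. Such cells are neither excluded nor shown: with the raised probe sets chosen on 3 array numbers and the share read on the other 2, their median share was 1.96 to 2.92 times that of the most specific ones, short of the bound of 2 in 1 of 10 choices (2.27 to 4.87 without the probe sets in both), and Kendall's W of the transgenic arrays was 0.273, above the 0.0311 of random probe sets (95th percentile, permutation p = 0.000999), with an interval of 0.211 to 0.344 around the 0.3 set in advance. More male mice in the transgenic group are argued against, as 107% of the median log2 change was left with Xist as a covariate (quartiles 99.7% to 114%), although the calls of that comparison went from 272 to 110 and 4 of 5 transgenic against 1 of 5 non-transgenic arrays are male. The transgene itself, as a hypothesis, and the lower age of the transgenic mice stay open and were not tested.

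The third pattern is that arrays of the same number deviate together from their groups. Tissue of the same mouse is excluded as the whole cause, because transgenic and non-transgenic arrays of the same number, from different mice, correlated by at least 0.135 (exact permutation test, p = 0.0333), and dysplasia and non-transgenic arrays by 0.405 on average (exact permutation test, p = 0.0333), although number 4 was at -0.00366 there, and stays open as a part for dysplasia and transgenic arrays, all 10 of which correlated best with their own number. RNA quality is a candidate explanation: over the 15 arrays the first component of these deviations, with 51.7% of their variance, followed the 5' to 3' ratio of actin (r = 0.932 and rho = 0.936, permutation p = 1e-05 for each, the smallest possible), and r was 0.924 without the 2 farthest arrays. Within the groups r was 0.946, 0.859 and 0.992 over 5 arrays each, and with the Gapdh ratio over all arrays 0.785. With the array number as a block 0 probe sets passed the thresholds of the paper between transgenic and non-transgenic tissue, and why the numbers differ in RNA quality was not tested.

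In 11 of 159 groups of 5 arrays 1 array lay far from the others, where chance gives 1 in 20, or about 8. Apoa1 had a signal of 46.9 on transgenic 3, with 3.60 to 9.69 on the other 4 arrays. Adcyap1 had 16.1 on transgenic 1, below the others at 59.2 to 77.3. Fst had 259 on non-transgenic 1, with 174 to 186 on the others. On dysplasia 1 Sftpb had 32159 (16629 to 19718 on the others), Sftpc 32942 (15342 to 18503) and Sftpd 34801 (20159 to 22378). On dysplasia 2 Foxa2 had 6344, above 3216 to 3888 on the others, and Ttf1 had 230.1, below 295 to 326. The median signal of transgenic 2 was 99.1, with 77.7 to 82.4 on the other transgenic arrays, and its share of probe sets above 100 was 49.9%, with 46.3% to 47.2%. The 5' to 3' ratio of Gapdh on non-transgenic 5 was 11.4%, below 35.7% to 54.6% on the others.

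Gene groups that the paper does not discuss also moved. Against transgenic tissue the median log2 change in dysplasia was 1.25 for ciliated cell markers (genes from 0.60 to 2.70), -1.65 for endothelial markers (-2.47 to -0.40), -1.90 for mesothelial markers (-2.32 to -1.42) and -1.0 for NK cell markers (-1.39 to -0.57). It was 1.36 for keratins (0.98 to 2.14) and 2.65 for the genes of the Dlk1-Dio3 locus (2.01 to 3.08). That locus had 1.36 in transgenic over non-transgenic tissue (0.59 to 3.13). In dysplasia against transgenic tissue each of these lists passed the set test at the preset correlation. None did with an estimated correlation (camera, adjusted p from 0.0943 to 0.26). The Y-linked gene Eif2s3y had a signal of 495 on dysplasia 4, which also carried Xist at 9674, while the 6 other arrays with Xist had 0.945 to 14.8 and the 8 arrays without it 1008 to 2049.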

How the results depend on the processing

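Of the alternatives, the Xist and actin covariates, leaving out array 5 of every group, and SAM without offset or signal limit were chosen after the data were seen. Of 631 pairs of a named gene and a comparison, called or not in the main fit, 617 kept their result after quantile normalization, 606 with the array number as a block and 574 with Xist as a covariate, and 0 turned their direction past the threshold in any setting run. The scalings left the median log2 change of all probe sets within 0.1 of 0. Leaving out 1 array at a time gave 6085 to 7200 calls in dysplasia against transgenic and 8461 to 9532 against non-transgenic tissue, 1399 to 1834 and 2426 to 2697 at the thresholds of the paper, 1357 to 1754 shared, and 73 to 82 lists called over the 3 comparisons. Transgenic against non-transgenic tissue was less firm, with 118 to 291 calls in place of 272 and 3 to 8 in place of 9 at the thresholds of the paper. Those 9 became 36 in a fit of all 3 groups, 0 with the array number as a block, 0 with Xist as a covariate, 2 without array 5 of every group, 76 with SAM on the signal used here and 0 with SAM without offset or signal limit. The 272 became 110 with Xist, 506 with the actin ratio, 491 with SAM and 26 with SAM without offset or signal limit. At the thresholds of the paper the other counts that moved by over 1.5 times were those without array 5 of every group, with 1157 in dysplasia against transgenic tissue and 1104 shared, where 4 arrays a group were fitted. SAM without offset or signal limit gave 3947 calls against transgenic and 6310 against non-transgenic tissue, and 136, 261 and 125 shared at those thresholds, and the cause was not tested for these or the other settings. With an estimated correlation 9 of 78 list calls passed. The array number as a block ended or gave the calls of 8 and 17 gene pairs and of 3 and 1 lists. Signal over background is a further limit, as 5 of 54 genes named by the paper stayed untested. In simulated data 2-fold changes were recovered in 67.2% to 77.6%, and what limits this share was not tested.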

Differences from the paper's values

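The paper's counts are given as genes, and its supplementary tables list them by probe set, so probe sets are counted here at its thresholds, a false discovery rate of at most 0.001 and a fold of at least 2. In dysplasia against transgenic tissue the paper's count is 120 up and 0 down, and limma gave 671 up and 1152 down. None of the alternatives set before the data were examined came within 1.5 times of either, and over all 14 alternatives the ranges were 136 to 821 and 0 to 1490. Against non-transgenic tissue the paper's count is 234 up and 53 down, against 1061 and 1633 here. Again none of the alternatives set before the data were examined came within 1.5 times of either, with overall ranges of 237 to 1199 and 24 to 1962. In common the paper's count is 114, against 1740 here, and the alternatives, none of those set in advance within 1.5 times, ran from 125 to 2076. In transgenic against non-transgenic tissue the paper's count is 16 up and 2 down, against 9 up and 0 down by limma, where 1014 probe sets were lower at an unadjusted p under 0.05. Of the alternatives set before the data were examined, quantile normalization, with 11 up, came within 1.5 times of the 16, as did the actin ratio as a covariate, chosen after the data were seen, with 11. None of these 14 alternatives, SAM included, called a probe set lower in that comparison, while among the fits without 1 array, also fixed in advance, that without transgenic 5 called 5 higher and 1 lower. SAM on log2 values without offset or signal limit, chosen after the values were seen, gave 136 up and 0 down, 237 up and 24 down, and 125 in common, within 1.5 times of the paper's values except for the 53, and 0 in place of the 16 up and 2 down. It dropped 3 of the 120 probe sets of Table S1, 78 of the 287 of Table S2 and 18 of the 18 of Table S3. At the looser false discovery rate of 0.1, with the same fold, the paper's 867 up and 1485 down against transgenic tissue compare with 884 and 1599 here. Against non-transgenic tissue its 1279 up and 2032 down compare with 1255 and 2044, and its 2207 in common with 2330. With dim probe sets kept, fixed in advance, the 884 became 1392, the 1599 2453 and the 2044 3643. The paper states no fold for that rate. The ratios of mean signals were within 1% of the folds of the paper for 120 of 120 probe sets of Table S1, 244 of 287 of Table S2 and 16 of 18 of Table S3.

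The paper states that dysplasia goes only with induction, while 3871 probe sets were lower than in transgenic tissue at an adjusted p under 0.05 by limma, and at its own looser rate the paper gives falls as well. It states that genes of the cell cycle and of nucleotide metabolism were not regulated. Against transgenic tissue 27 of 32 and 10 of 20 rose at an adjusted p under 0.05 by limma, and at the thresholds of the paper 19 and 2, with 0 and 1 lower. Of 17 transcripts that follow the MAPK pathway 13 rose and 1 fell, or 9 and 1 at the thresholds of the paper. The paper found no altered network of that pathway. The genes of the cascade itself passed no set test against transgenic tissue in the main fit. Among genes of the cytoskeleton the paper identified no regulation, while 9 of 22 rose and 4 fell here, or 7 and 1 at the thresholds of the paper. Their set test was not passed. The paper did not see a rise of CD44, CD133 or EpCAM: Epcam rose 3.05-fold over transgenic tissue and stands in Table S2, Cd44 rose with a log2 change of 0.41 that was not called after quantile normalization (adjusted p = 0.103), and Prom1, for CD133, fell. Whether a smaller share of non-epithelial cells in the foci raised the signal of Epcam was not tested. Areg and Ereg rose as the paper states. For Cldn2, Cldn4 and Cldn8 the low end of its range against non-transgenic tissue lies above the ratio of Cldn8, 3.30, and near that of Cldn3, 5.29, and Cldn8 is not in Table S2. For Orm1 the ratio was 11.8, a little above the paper's 11.1, and for Apoa1 against non-transgenic tissue 143, or 63.9 after quantile normalization, over a signal near background, where the paper's is 148.4. For Ereg the paper's 482.2 against non-transgenic tissue compares with 482, or 301 after quantile normalization, likewise over a signal near background. For Foxp2 its 4.5 compares with 4.60.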

Other observations

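Of the tests in this part, the splits at the thresholds of the paper and those of the gene lists were chosen after the results were seen. Some immediate early genes, which respond quickly to stimuli, moved apart in dysplasia. Egr1 had a signal of 11385 ± 3071 (SD, n = 5) in dysplasia and 3459 ± 1908 in transgenic tissue, a 3.29-fold rise (adjusted p = 0.000751, limma), and Junb rose 2.25-fold. Jun fell by 1.03 and the phosphatase gene Dusp1 fell by 0.92 on the log2 scale, the latter with an adjusted p of 0.054 without array 5 of each group. Of 10 such genes 3 rose, 2 fell and 5 did not pass the test, or 4 and 2 when adjusted over the list alone (camera, adjusted p = 0.535). Granzymes and mast cell proteases also moved apart: the mast cell protease gene Mcpt2 rose 16.6-fold, and Gzma and Gzmb of cytotoxic lymphocytes fell by 1.39 and 1.12 on the log2 scale (2 rises and 2 falls of 4; camera, adjusted p = 0.688). Of the mast cell markers Hdc rose 2.20-fold and Kit, a growth factor receptor, fell by 1.02 on the log2 scale (camera, adjusted p = 0.838). Among 10 hypoxia genes Ldha, a lactate dehydrogenase, rose 1.67-fold, Vegfa fell by 0.98 and Adm fell by 0.78 on the log2 scale, with 4 rises and 2 falls and a median of -0.07, opposite in sign to the set test (camera, higher, adjusted p = 0.85). Of 6 stomach and gut genes 2, Gkn2 and Gpx2, rose and 1, Lgals4, fell (adjusted p = 0.0672 after quantile normalization), with a median of -0.10 and a set test of the other sign (camera, higher, adjusted p = 0.348). That difference in sign held against non-transgenic tissue (median -0.23, adjusted p = 0.623 by camera) and in transgenic against non-transgenic tissue (median -0.12, adjusted p = 0.883 by camera). The synaptic vesicle gene Syp, the only measured neuroendocrine marker, fell by 0.60 on the log2 scale, and 0 of the 5 basal cell markers had a signal above the limit. Heart muscle genes gave 1 fall, that of Myl4, among 7, lost without any 1 of 6 arrays (adjusted p of 0.0685 to 0.0804; camera for the list, adjusted p = 0.143, or 0.032 without transgenic 1). Against non-transgenic tissue ciliated cell markers rose in 3 of 5 (camera, adjusted p = 0.0195, and adjusted p = 0.269 with an estimated correlation), B cell markers fell in 6 of 7 (camera, adjusted p = 0.0155, and adjusted p = 0.269 with an estimated correlation), NK cell markers in 6 of 6 (camera, adjusted p = 0.00109, and adjusted p = 0.269 with an estimated correlation) and mesothelial markers in 4 of 4 (camera, adjusted p = 0.00601, and adjusted p = 0.239 with an estimated correlation). Glutathione and xenobiotic enzymes rose in 8 of 18 and fell in 3 (camera, adjusted p = 0.0297, and adjusted p = 0.343 with an estimated correlation), a call that ended at an adjusted p of 0.103 with the actin ratio as a covariate, 0.0605 with the array number as a block, 0.0529 without dysplasia 1 and 0.0555 without non-transgenic 5.

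In transgenic unaltered tissue all 4 measured genes of the Dlk1-Dio3 locus rose over non-transgenic tissue (median 1.36, adjusted p = 4.6e-10 by camera and adjusted p = 0.0228 with an estimated correlation). Rian rose 3.08-fold, and Mirg, the least firm of them, 2.01-fold (adjusted p = 0.0461, limma, with 0.064 with the array number as a block and up to 0.314 with Xist as a covariate). Of 6 keratins 1, Krt18, rose 1.45-fold (adjusted p = 0.0895 with Xist as a covariate), or 3 when adjusted over the list alone (camera, adjusted p = 0.000692, and adjusted p = 0.0481 with an estimated correlation). Alveolar type 2 markers gave 1 rise among 13, or 4 when adjusted over the list alone (camera, adjusted p = 0.000531, and adjusted p = 0.346 with an estimated correlation). Smooth muscle and pericyte markers gave 1 fall, that of Myh11, among 7 (camera, adjusted p = 0.000197, and adjusted p = 0.114 with an estimated correlation). The call of Myh11 was lost without any 1 array (adjusted p of 0.0733 to 0.14), with the array number as a block (0.0776), with Xist as a covariate (0.28), in a fit of all 3 groups (0.394) and after quantile normalization (0.0569). No club cell marker among 8 passed the test alone, with a median of -0.32 (camera, adjusted p = 0.00522, and adjusted p = 0.346 with an estimated correlation). None of 6 NK cell markers did (camera, adjusted p = 0.00962, and adjusted p = 0.41 with an estimated correlation, or 0.128 with Xist as a covariate), and none of 7 T cell markers (camera, adjusted p = 0.0641, or 0.0391 with the actin ratio as a covariate, 0.037 with a signal limit of 200, 0.0261 with the array number as a block, 0.0361 without non-transgenic 1, 0.0142 without non-transgenic 2, 0.0363 without transgenic 3 and 0.0341 without transgenic 4). The metallothioneins Mt1 and Mt2 had log2 changes of 0.63 and 0.40 without a call of their own (camera, adjusted p = 0.021, and adjusted p = 0.174 with an estimated correlation), and the set test gave 0.094 with Xist as a covariate, 0.106 with dim probe sets kept and 0.0512 with the array number as a block. DNA replication genes had a median of 0.18 over 16 with 0 calls (camera, adjusted p = 0.0256, and adjusted p = 0.431 with an estimated correlation), which was 0.0505 with a signal limit of 200, 0.0668 with the most variable probe set per gene, 0.0923 without non-transgenic 1, 0.0685 without non-transgenic 3, 0.101 without transgenic 2 and 0.064 without transgenic 4. Among 10 genes of the MAPK cascade Mapk13 rose 2.09-fold, a call lost with Xist as a covariate (adjusted p = 0.0725) and without any 1 of 7 arrays (0.0501 to 0.0748). Its list had a set test of its own (camera, adjusted p = 0.0212, and adjusted p = 0.114 with an estimated correlation, or 0.108 with the most variable probe set per gene and 0.0926 without transgenic 1). Of lists that the study chose on these samples, which is no independent evidence, 4 of 7 genes measured by qRT-PCR rose (camera, adjusted p = 1.28e-10, and adjusted p = 0.0138 with an estimated correlation), 2 of 6 glycosylation genes (camera, adjusted p = 2.39e-06, and adjusted p = 0.0742 with an estimated correlation) and 1 of 3 cancer stem cell markers (camera, adjusted p = 0.00342, and adjusted p = 0.104 with an estimated correlation), while 0 of 3 hepatic and forkhead factors did (camera, adjusted p = 0.021, and adjusted p = 0.134 with an estimated correlation, or 0.125 with Xist as a covariate, 0.0655 without array 5 of each group, 0.0765 with a signal limit of 200, 0.105 with the most variable probe set per gene, 0.0519 without non-transgenic 4 and 0.0505 without transgenic 2). Medians and set tests differed in sign without a call for glutathione and xenobiotic enzymes (-0.04, camera higher, adjusted p = 0.846), mesothelial markers (0.07, camera lower, adjusted p = 0.662) and immediate early genes (0.01, camera lower, adjusted p = 0.846). Of 4 measured sex-linked genes none passed the test alone, with Xist at a log2 change of -4.15 and Kdm5d of the Y chromosome at 2.17 (camera, adjusted p = 0.28).

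Whether other groupings of the same arrays give as many calls was tested over 100 of the 126 splits of 10 arrays into 5 and 5 for each comparison. In dysplasia against transgenic tissue 1 split, the real one, gave as many as 7192 probe sets, with 294 as the highest of the others, so chance over all splits can be excluded. The same held at the thresholds of the paper, with 1823 and 0. For the gene lists 1 split, the real one, gave 27, but another gave 26. Against non-transgenic tissue the real split was again the 1 with most calls, with 9523 and 6, 2694 and 4 at the thresholds of the paper and, closer together, 27 and 25 lists. In transgenic against non-transgenic tissue 2 splits, the real one included, gave as many as 272. The other one called 1595 probe sets and set transgenic 1 and 2 with non-transgenic 1, 2 and 3 against the rest, a structure of the arrays by number, and with the array number as a block 329 were called and 0 passed the thresholds of the paper. At the thresholds of the paper the real 9 stood above 8, which came from the split of the male from the female arrays, and 2 splits gave 24 lists or more. Array numbers pair the dysplasia with the transgenic and the transgenic with the non-transgenic arrays, and the 13 other splits drawn that part all 5 pairs are too few for a share under 0.05. Among them the highest counts of probe sets were 0, 0 and 1 in the 3 comparisons, and the highest counts of lists 26, 24 and 20. The median of all other splits was 9, 10 and 7 lists. Of 254 probe sets raised in transgenic tissue 138 were also higher and 58 lower in dysplasia against transgenic tissue, where independent lists would share 38.9 and 45.4.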
